# A maternal high-fat diet induces fetal origins of NASH-HCC in mice

**DOI:** 10.1038/s41598-022-17501-8

**Published:** 2022-07-30

**Authors:** Takao Takiyama, Toshihiro Sera, Masanori Nakamura, Masato Hoshino, Kentaro Uesugi, Shin-ichi Horike, Makiko Meguro-Horike, Ryoichi Bessho, Yuri Takiyama, Hiroya Kitsunai, Yasutaka Takeda, Kazuki Sawamoto, Naoto Yagi, Yuji Nishikawa, Yumi Takiyama

**Keywords:** Cancer, Endocrinology, Gastroenterology

## Abstract

Maternal overnutrition affects offspring susceptibility to nonalcoholic steatohepatitis (NASH). Male offspring from high-fat diet (HFD)-fed dams developed a severe form of NASH, leading to highly vascular tumor formation. The cancer/testis antigen HORMA domain containing protein 1 (HORMAD1), one of 146 upregulated differentially expressed genes in fetal livers from HFD-fed dams, was overexpressed with hypoxia-inducible factor 1 alpha (HIF-1alpha) in hepatoblasts and in NASH-based hepatocellular carcinoma (HCC) in offspring from HFD-fed dams at 15 weeks old. Hypoxia substantially increased *Hormad1* expression in primary mouse hepatocytes. Despite the presence of three putative hypoxia response elements within the mouse *Hormad1* gene, the *Hif-1alpha* siRNA only slightly decreased hypoxia-induced *Hormad1* mRNA expression. In contrast, N-acetylcysteine, but not rotenone, inhibited hypoxia-induced *Hormad1* expression, indicating its dependency on nonmitochondrial reactive oxygen species production. Synchrotron-based phase-contrast micro-CT of the fetuses from HFD-fed dams showed significant enlargement of the liver accompanied by a consistent size of the umbilical vein, which may cause hypoxia in the fetal liver. Based on these findings, a maternal HFD induces fetal origins of NASH/HCC via hypoxia, and HORMAD1 is a potential therapeutic target for NASH/HCC.

## Introduction

The prenatal environment is a nongenetic factor that leads to epigenetic changes in early development^1^. Support for this pathogenetic mechanism comes from epidemiological studies of low-birth-weight infants during wartime^2^. Currently, 50% of women of reproductive age are obese^3^, and one in seven women has gestational diabetes at birth^4^, which is affected by maternal hyperglycemia. Fetal exposure to maternal diabetes and hyperglycemia may contribute considerably to the global diabetes epidemic. A previous cohort study reported increased erythropoietin levels in cord blood with an increase in the maternal body mass index without differences in placental lesions, likely as a result of chronic fetal hypoxia^5^. Fetal hypoxia has also been suggested to cause increased erythropoiesis on the first day after birth in infants of mothers with diabetes^6^. In addition, maternal obesity is associated with placental hypoxia and may increase the risk of severe fetal and neonatal complications^7^. Therefore, studies examining the metabolic abnormalities that overnutrition during fetal life may cause in adulthood are urgently needed.

Nonalcoholic fatty liver disease (NAFLD) is the most prevalent chronic liver disease^8^. NAFLD affects 70–80% of patients with type 2 diabetes and 30–40% of adults with type 1 diabetes^9,10^. Currently, one in four members of the adult population worldwide is affected by NAFLD. NASH, the most advanced form of NAFLD, has a high risk of progressing to cirrhosis and hepatocellular carcinoma and is becoming a major cause of end-stage liver disease. In particular, approximately half of all NAFLD cases in children have progressed to NASH by the time of diagnosis^11^. Because 20% of patients with NASH will develop cirrhosis, NASH will become the leading indication for liver transplantation in the US^12^. Actually, the incidence of liver transplantations for NASH cirrhosis in individuals aged 18 to 40 years in the US increased from 0.53% in 2002 to 4.46% in 2012, indicating an annual increase rate of 14% per year in liver transplant indications for NASH^13^. The younger age of onset of NASH suggests an increasing effect of the prenatal nutritional environment. A Swedish nationwide study indicated that maternal obesity increased the risk and severity of NAFLD in offspring^14^.

In this study, we investigated the effect of prenatal overnutrition on the fetal liver and subsequent development of NAFLD/NASH/HCC in offspring to clarify the mechanism and identify a new target for NASH/HCC.

## Results

### A maternal high-fat diet induces NASH in offspring

We generated a novel mouse model to examine the effect of intrauterine overnutrition on the liver pathophysiology in offspring. Female C57BL/6J mice at 8 weeks of age were fed a high-fat diet (HFD) for only the gestational period, which was different from previous studies using animal models of maternal HFD exposure and examining the effects on metabolism in offspring^15^ (Fig. 1A). We observed no difference in the weekly body weight of male offspring from control diet (CD)-fed dams and HFD-fed dams (Supplementary Fig. 1). Importantly, 15-week-old male offspring from HFD-fed dams had a severe form of NASH accompanied by splenomegaly (Fig. 1B). Maternal HFD consumption significantly induced the formation of liver lesions in 15-week-old offspring (*p* < 0.01, Fig. 1B). Liver sections from offspring of HFD-fed dams showed lobular inflammation (Fig. 1C). The atypical cells exhibited severe dysplasia, with an increased nuclear-cytoplasmic ratio and enlarged nuclei with hyperploidization^16,17^ accompanied by fat deposition, ductular reaction^18^ and fibrosis in zone 3 (the centrilobular region), as evaluated using Masson’s trichrome staining (blue staining, Fig. 1C). These findings were strikingly different from the pathological findings of livers from other HFD-fed NASH mouse models reported previously^15^. C57BL/6J mice have mutations in the nicotinamide nucleotide transhydrogenase (*Nnt*) gene and glucokinase (*Gck*)^19^. Energy metabolism influences the contribution of NNT to NADPH-dependent mitochondrial peroxide metabolism in the liver^20^. We examined the effect of a maternal HFD using C57BL/6N mice, which have no mutation of the *Nnt* gene, to determine the effect of the *Nnt* mutation on C57BL/6J mice^19^. The offspring of HFD-fed C57BL/6N dams also showed NASH in the livers, which was observed in C57BL/6J mice (Supplementary Fig. 2). We did not observe a sex difference in maternal HFD-induced liver injury (Supplementary Fig. 3).

**Figure 1:**
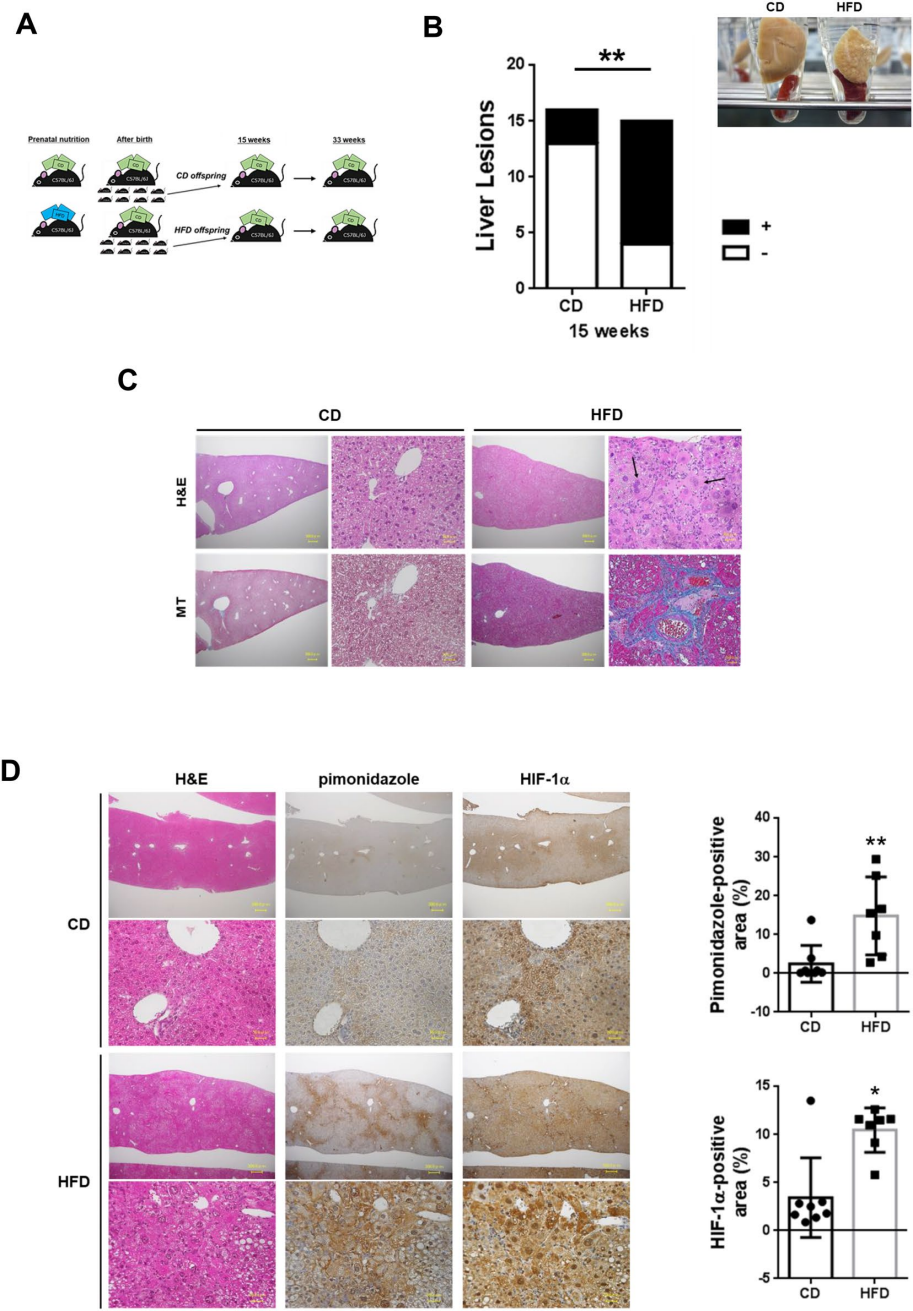

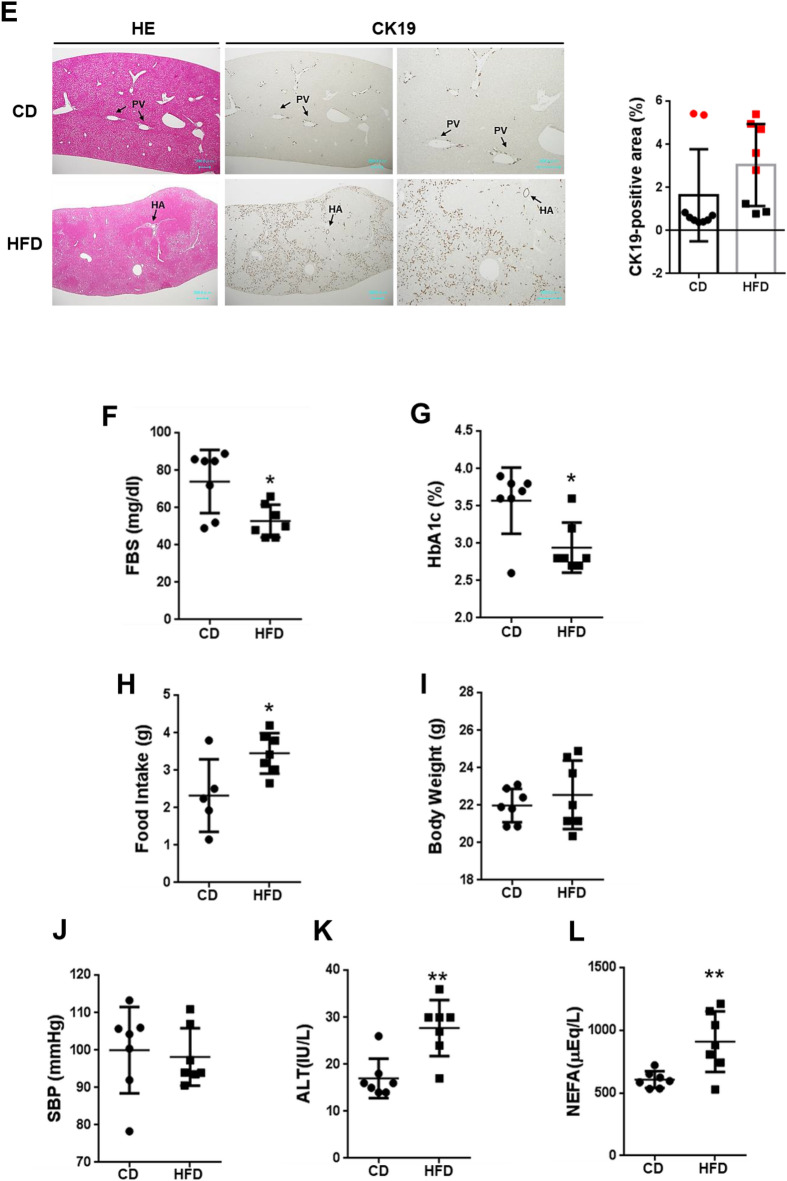
Maternal HFD consumption induces hepatic steatosis in offspring. (**A**) Experimental setup and time points that were analyzed. Female C57BL/6J mice were fed either a HFD or a CD during gestation. During lactation and after weaning, all mice were fed a CD. (**B**) The number of 15-week-old offspring with liver lesions indicating steatohepatitis (steatosis, lobular inflammation, hepatocellular ballooning, and fibrosis) in the CD (n = 16) and HFD groups (n = 15). Photographs of liver sections and spleens from 15-week-old offspring of the CD- and HFD-fed dams. Statistical analysis: Fisher’s exact test. (**C**) Hematoxylin and eosin staining (upper panels) and Masson’s trichrome (MT) staining (lower panels) of the livers from offspring of HFD-fed dams. The atypical cells exhibited severe dysplasia, with an increased nuclear-cytoplasmic ratio and enlarged nuclei with hyperploidization (black arrows) accompanied by fat deposition. Scale bars: 300 μm (low magnification) and 30 μm (high magnification). (**D**) The liver sections from offspring of CD- and HFD-fed dams were stained for pimonidazole and HIF-1α. Representative images of pimonidazole and HIF-1α staining (cells stained brown) are shown. Scale bars: 300 μm (low magnification) and 30 μm (high magnification) in each group. Quantification of the pimonidazole-positive area and HIF-1α-positive area (CD = 8 offspring from 3 dams, HFD = 7 offspring from 3 dams). *p < 0.05 and **p < 0.01 using the Mann–Whitney test. (**E**) CK19 immunohistochemistry in the liver sections from offspring of CD- and HFD-fed dams. Scale bars: 300 μm. *PV* portal vein, *HA* hepatic artery. Quantification of the CK19-positive area. *p* > 0.05 using the Mann–Whitney test (CD = 9 offspring from 3 dams, HFD = 8 offspring from 3 dams). Two red circles and five red rectangles show the results for offspring with liver lesions. The stained sections were observed and visualized using a light microscope system (BZ-8100; Keyence, Osaka, Japan. https://www.keyence.com). (**F**) FBS, (**G**) HbA1c, (**H**) food intake/day, (**I**) body weight, (**J**) SBP, (**K**) ALT, and (**L**) NEFA levels. The values represent individual measurements and are presented as the means ± SD. The significance of the differences between groups was determined using unpaired Student’s *t* tests. Welch’s corrections were used when the variances between groups were unequal. *p < 0.05 and **p < 0.01.

The offspring of CD-fed dams showed weak positive staining for both pimonidazole and hypoxia-inducible factor 1 alpha (HIF-1α) in zone 3 (Fig. 1D), which borders the central vein and is associated with detoxification, aerobic metabolism, glycolysis and hydrolysis. Perivenous zone 3 presents a lower oxygen concentration (30–35 mmHg) than periportal zone 1 (60–65 mmHg)^21^, which borders the portal tracts and functions in hepatocyte regeneration, bile duct proliferation and gluconeogenesis. Consistent with the oxygen distribution, the offspring of CD-fed dams without liver lesions were negative for pimonidazole and HIF-1α staining in zone 1 (Fig. 1D). The livers of offspring from HFD-fed dams exhibited very strong pimonidazole (*p* < 0.01, CD vs. HFD. Figure 1D) and HIF-1α staining in large atypical cells in zone 3 (*p* < 0.05, CD vs. HFD. Fig. 1D). Accordingly, the number of cytokeratin 19 (CK19)-positive bile ductules was increased in zone 3 in the liver sections from offspring of HFD-fed dams, but a significant difference in the CK-positive areas was not observed between the two groups of offspring from CD-fed dams with steatohepatitis (red circles in the right graph in Fig. 1E). Although zone 1 in the livers of offspring from HFD-fed dams showed arterial dilation, arterial perfusion did not restore hypoxia in fibrotic zone 3 lesions, suggesting that hemodynamic changes promoted an oxygen redistribution in the liver.

Moreover, compared with the offspring from CD-fed dams, the offspring from HFD-fed dams showed a lower fasting blood sugar (FBS) level (74.00 ± 16.95 vs. 52.86 ± 8.71 mg/dL, *p* < 0.05, Fig. 1F) and HbA1c level (3.57 ± 0.44 vs*.* 2.94 ± 0.34%, *p* < 0.05, Fig. 1G), despite greater food intake (2.33 ± 0.97 vs. 3.45 ± 0.54 g/day, *p* < 0.05, Fig. 1H). Body weight (21.98 ± 0.90 vs. 22.55 ± 1.82 g, Fig. 1I) and systolic blood pressure (SBP) (100 ± 11.54 vs. 98.19 ± 7.7 mmHg, Fig. 1J) were not different between the groups at 15 weeks of age. Remarkably, levels of alanine aminotransferase (ALT) (17.00 ± 4.2 vs. 27.71 ± 5.95 IU/L, *p* < 0.01, Fig. 1K) and plasma nonesterified fatty acids (NEFAs) (608.0 ± 66.61 vs. 911.0 ± 242.4 microEq/L, *p* < 0.01, Fig. 1L) were increased in the offspring from HFD-fed dams. These changes were consistent with the histological changes associated with NASH and cirrhosis (Supplementary Table 1, Fig. 1B–E).

### HORMA domain containing protein 1 (*Hormad1*) is upregulated in the liver of fetuses from HFD-fed dams

HFD consumption during gestation induced maternal obesity at E14.5, as evidenced by the 40% increase in body weight (11.81 ± 0.20 vs*.* 8.44 ± 0.4 g, HFD vs*.* CD, *p* = 0.001) without significant difference in blood sugar levels (108.50 ± 23.33 vs*.* 153.00 ± 10.00 mg/dL, HFD vs*.* CD, *p* > 0.05) as reported in the previous study^22^. 

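Fetal livers at 14.5 days post coitum (dpc) were profiled on 4 single-colour Agilent arrays, 2 with liver RNA from fetuses of CD-fed dams and 2 with liver RNA from fetuses of HFD-fed dams. The CD held 4.3% and the HFD 60% of energy as fat. The paper's text does not name the number of fetuses or dams behind each array. In this assay, Cy3-labeled cRNA binds to probes printed on a slide, and the brightness of a spot follows the amount of its transcript. Each array held 62976 spots, of which 59305, for 56605 different probes, were not controls. All 4 arrays lay on 1 slide and were read in 1 scan. The authors' image analysis subtracted the background and removed spatial trends, and the files hold the resulting intensity of each spot with no scaling between arrays. The median intensity was 120.5 and 70.2 on the CD arrays and 99.8 and 97.0 on the HFD arrays. Of the non-control spots, 70.0% and 65.4% were well above background on the CD arrays, and 68.2% and 67.1% on the HFD arrays. Between 39 and 58 spots per array carried an outlier flag, and 0 spots were saturated. For each probe, the log2 intensity minus the 75th percentile of its array was taken as its level. As the paper's methods describe, probes under the 20th percentile on any array were left out, which removed 14980 of the 56596 probes with usable spots. A further 284 probes were left out because their coefficient of variation (CV) was over 50% in both groups, taken on the linear scale where the paper's methods name a log scale value. The remaining 41332 probes were compared between the diets with limma, which fits a linear model to each probe and shares information on the spread between probes. The number of arrays limits the precision. Across the tested probes, the differences between the CD arrays had an SD of 0.58 on the log2 scale, and those between the HFD arrays an SD of 0.34. The SD lay between 0.42 and 0.50 for a CD array against an HFD array, so that the CD arrays differed from each other more than from any HFD array.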

We assayed mRNA levels with a microarray (SuperPrint G3 Mouse GE 8 × 60 K, Agilent, Santa Clara, CA, USA) to identify genes and pathways targeted by the maternal HFD in fetal livers (Fig. 2A). 

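At an unadjusted p under 0.05 and a change of at least 2-fold, limma placed 121 probes higher and 197 probes lower in the livers of fetuses from HFD-fed dams. The higher probes covered 64 genes with a symbol and 55 probes without one, and the lower probes 125 genes and 63 probes. Of these 318 probes, 130 (40.9%) were not well above background on both arrays of either group. All 318 had both HFD arrays on one side of both CD arrays. With 2 arrays against 2, the cutoff on p required this arrangement, so that it lends these probes no support. Over all tested probes it was found for 30.6%, where 33.3% would be reached by chance. In all, 1383 probes had an unadjusted p under 0.05, where 2067 would be reached with no difference between the diets. After Benjamini-Hochberg adjustment over all tested probes, limma called 0 probes (smallest adjusted p = 1.00). At the same cutoffs, the methods' t-test called 41 probes higher and 56 lower, and 0 after adjustment. Of the alternatives run, that test with Welch's correction called the fewest probes, 21 higher and 25 lower, and normexp background correction left 13 higher and 35 lower. The number also rested on each array. Without CD replicate 1 it was 843 higher and 383 lower, and without CD replicate 2 it was 255 and 466. Without HFD replicate 1 it was 439 and 432, and without HFD replicate 2 it was 190 and 464.
The probes of all 40 entries of Table 1 changed in the direction of the table. The entries were picked on these same arrays, and where a transcript had several probes, the probe was chosen by its log2 fold change. The match is thus no separate check. With every probe of these transcripts counted once per entry, 53 of 55 had that direction. After the filters, 10 of the 40 were tested, and all 10 passed both cutoffs, while 19 had been left out by the CV and 11 by the percentile. With the CV taken on the log2 signal, 29 were tested and all 29 passed. Among the 20 entries that fell, the median log2 fold change was -4.42. All 20 were well above background on both CD arrays, 17 on HFD replicate 1 and 11 on HFD replicate 2. The median was -4.21 with each array that was not well above background set to the higher of its own value and its lowest signal well above background. All 20 were also higher on CD replicate 2 than on CD replicate 1, by a median of 1.86 on the log2 scale, and on HFD replicate 2 they lay under HFD replicate 1 with a median difference of -2.02, or -2.19 over the 11 that were well above background on both HFD arrays. Among the 20 entries that rose, the median log2 fold change was 2.10, or 1.01 with dim arrays set in the same way, and 13 were not well above background on either CD array.

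**Figure D1:**
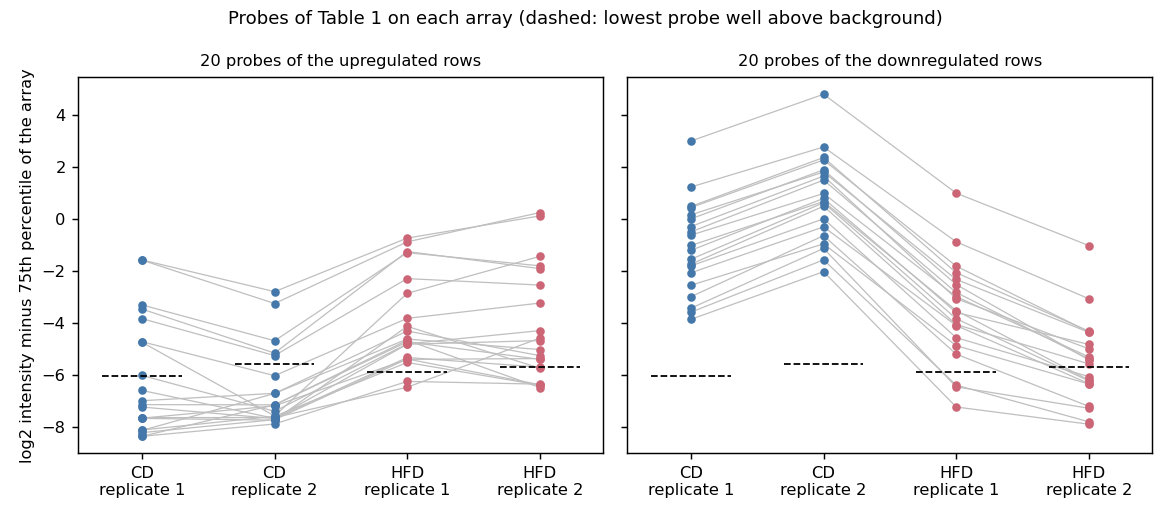
Level of each of the 40 probes of Table 1 (log2 intensity minus the 75th percentile of the array) on the 4 arrays, CD in blue and HFD in red, with a grey line joining the values of 1 probe. Dashed lines mark the lowest probe well above background on each array; 13 of the 20 upregulated entries are not well above background on either CD array, and all 20 downregulated entries are highest on CD replicate 2.

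Of the probes past the cutoffs that were well above background on both arrays of the higher group, the largest rises were those of Cst8 (2 probes, log2 fold changes of 2.73 and 2.44, standard errors 0.62 and 0.51) and Akr1cl (2.12, standard error 0.50). These log2 fold changes became 1.88, 1.76 and 1.41 without CD replicate 2, and 3.57, 3.13 and 2.83 without CD replicate 1. By the methods' t-test, neither the Cst8 probes nor this probe of Akr1cl passed the cutoff on p. A brighter Akr1cl probe, well above background on every array, had a log2 fold change of 1.23. Gldn and a dim probe of Fkbp6 also rose, but neither was well above background on either CD array. With the dim arrays set as above, Gldn was at least 2.38-fold higher and this Fkbp6 probe at least 1.68-fold higher. A brighter Fkbp6 probe had a log2 fold change of 1.18. The largest falls were those of Prl8a6, Psg17, Psg28, Sftpc and Prl3a1. Prl8a6 was at least 11.4-fold lower and Prl3a1 at least 2.99-fold lower, as neither was well above background on an HFD array. Without CD replicate 2 these limits were 5.14-fold and 1.71-fold. The log2 fold change was -3.05 for Psg17 (standard error 0.68), -2.64 for Psg28 (standard error 0.68) and -2.54 for Sftpc (standard error 0.49). Psg17 and Psg28 were well above background on 1 of the HFD arrays. Without CD replicate 2, Psg28 had a log2 fold change of -1.78 and no longer passed the cutoff on p. The adjusted p of each of these probes was 1.00.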

We identified 430 differentially expressed genes (DEGs), including 146 upregulated and 284 downregulated genes, in the livers of fetuses from HFD-fed dams compared with those from CD-fed dams (Fig. 2A, Table 1). The upregulated DEGs were significantly enriched in meiosis II, DNA alkylation, and bile secretion (Fig. 2B), and the downregulated DEGs were mainly enriched in the positive regulation of the lactation neuronal system and cell maturation (Fig. 2C). 

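Gene Ontology files were not used here, and the terms were instead followed through hand-written lists of genes, each tested as a set. From 14 such lists, 5 bear on the terms of Fig. 2B and 2C, and no list was made for cell maturation. Each gene was represented by its brightest probe, and 17163 genes well above background on both arrays of at least 1 group entered. The lists were tested with camera, a set test of limma, at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 14 lists. Under fry, another set test, and under camera with the correlation estimated for each list, 0 of the 14 lists were called (smallest adjusted p = 0.398 and 0.456), so that the calls given here hold only under the preset correlation.
For meiosis, 30 genes of fetal germ cells and meiosis had a median log2 fold change of 0.23, with 23 of them higher in the HFD group (camera adjusted p = 0.000414). Without the genes of Table 1, which were picked on these arrays, the median of the remaining 27 was 0.19 (adjusted p = 0.0151). Without CD replicate 2 the list was not called (median 0.30, adjusted p = 0.266), and over the alternatives the adjusted p ranged from 2.01e-13 to 0.456. The median over all 30 genes was 0.15 without HFD replicate 1 and 0.40 without CD replicate 1. Of these genes, 6 had an unadjusted limma p under 0.05. When adjusted over the list alone 1 was called, and when adjusted over all genes 0 were called. For DNA alkylation, 21 genes of DNA methylation and gene silencing in germ cells had a median log2 fold change of 0.05 (adjusted p = 0.208). This median became -0.02 with quantile normalization, and over the alternatives the adjusted p ranged from 0.000283 to 0.715, with 3 of 15 alternatives under 0.05. For bile secretion, 30 genes had a median of 0.14 (adjusted p = 0.0511). Without CD replicate 1 the median was -0.01, and over the alternatives the adjusted p ranged from 0.00222 to 0.652, with 8 of 15 alternatives under 0.05. In both lists 0 genes were called when adjusted over the list alone, where 2 and 1 genes had an unadjusted limma p under 0.05.
For the neuronal system, 43 genes of the developing brain and neurons had a median log2 fold change of -0.69 (camera adjusted p = 7.04e-27). Of these genes, 28 were lower on both HFD arrays than on both CD arrays. Chance gives 16.7% for a single gene, but genes that move together are not separate tests. When adjusted over the list alone, 2 of these genes were called, and 16 had an unadjusted limma p under 0.05. For lactation, 16 genes of the prolactin family, which are mostly made in the placenta, had a median of -2.93 (adjusted p = 1.04e-14), or -2.47 with genes not well above background in a group set at their bound. Of these genes, 5 are in Table 1, and the other 11 had a median of -1.38. The median of all 16 was -1.75 without CD replicate 2 and -3.93 without CD replicate 1. When adjusted over the list alone, 9 of the 16 were called, and 11 had an unadjusted limma p under 0.05.

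**Figure D2:**
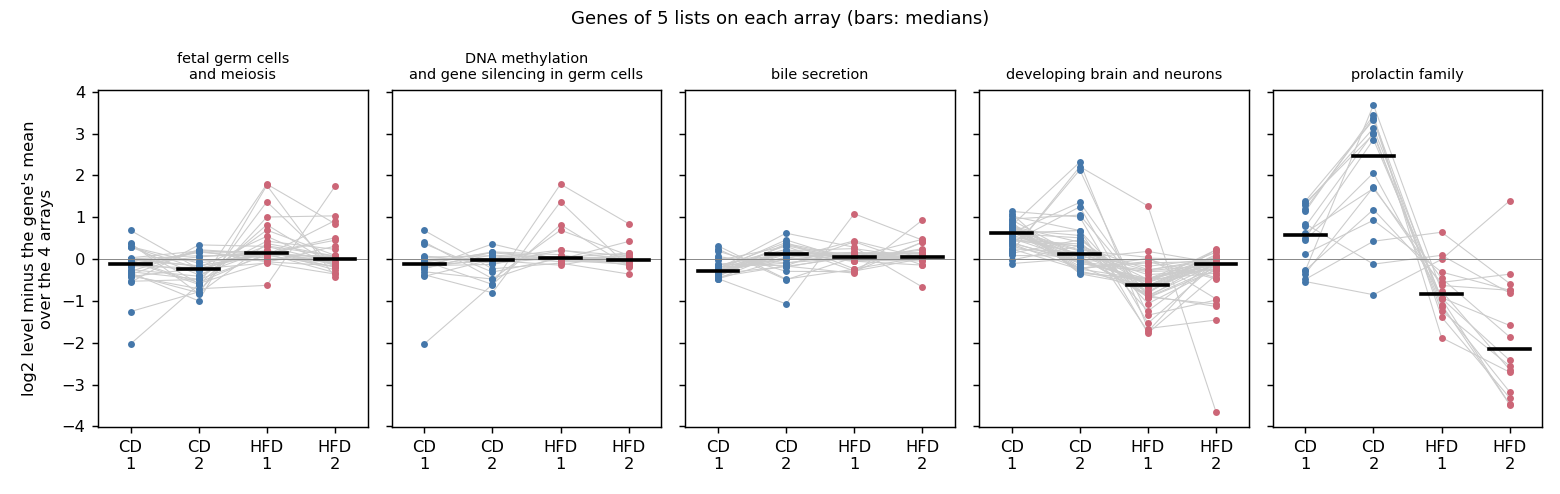
Level of each gene of 5 lists on the 4 arrays, as log2 level minus the mean of the gene over all arrays, with CD in blue and HFD in red. Grey lines join the values of 1 gene and black bars are the medians of a list; the prolactin family has medians of 0.57 and 2.46 on the CD arrays and -0.84 and -2.14 on the HFD arrays.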

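Hormad1 encodes a protein of meiotic chromosomes and has 3 probes on the array, named here through the RefSeq genes of assembly GRCm38.p6. The probe of the transcript listed in Table 1 (A_55_P2064180) had levels of -7.64 and -7.17 on the CD arrays and -5.38 and -5.35 on the HFD arrays, or -7.41 ± 0.33 (SD, n = 2) and -5.37 ± 0.02 (SD, n = 2). The log2 fold change was 2.04 (standard error 0.22, unadjusted limma p = 0.000434, adjusted p = 1.00), where an exact permutation test of 2 arrays against 2 cannot go below 0.333, and the difference was larger than the spread within either group. The intensities behind these levels were 5.37 and 4.89 on the CD arrays and 23.2 and 22.2 on the HFD arrays. The probe was well above background on both HFD arrays and not well above background on either CD array, where the lowest signals well above background lay at levels of -6.02 and -5.57. Measured against that limit, Hormad1 was at least 1.34-fold higher in the HFD group. This bound was 1.15-fold without CD replicate 1 and 1.58-fold without CD replicate 2. The other 2 probes were not well above background on any array, so that no fold is given for them. With each array left out in turn, the log2 fold change lay between 1.80 and 2.27 and the unadjusted limma p between 0.000331 and 0.000630. With normexp background correction the log2 fold change was 0.10, and the probe did not pass the filter on dim probes.

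**Figure D3:**
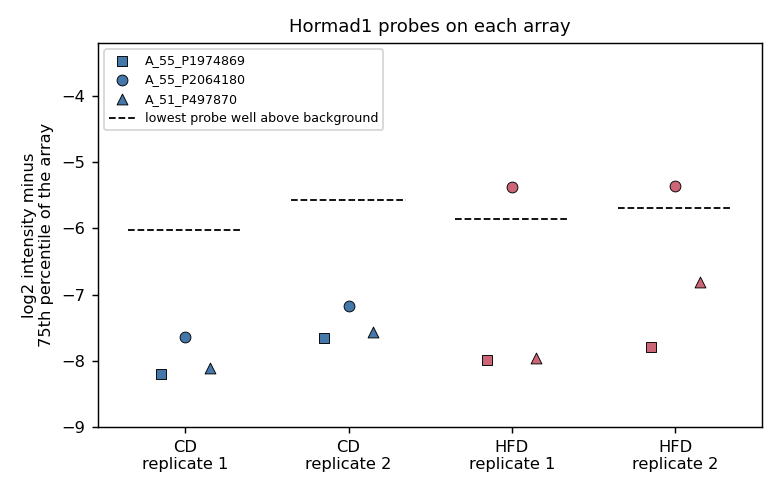
Level of the 3 Hormad1 probes (log2 intensity minus the 75th percentile of the array) on the 4 arrays, CD in blue and HFD in red, with 1 marker shape per probe. Dashed lines mark the lowest probe well above background; only the probe of Table 1 lies above them, at -5.38 and -5.35 on the HFD arrays.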

Notably, among the upregulated DEGs, we found that the cancer/testis (CT) antigen^23,24^ *Hormad1* was present at four-fold higher in fetal livers from HFD-fed dams than in those from CD-fed dams and showed the greatest statistically significant difference (fold change log2 = 2.037, *p* = 0.0006) (Fig. 2D, Table 1). *Hormad1*, also called *Nohma*, has been identified to be transcribed in human^25^ and mouse testes and ovaries^26^. CT antigens are normally expressed in the germline but are ectopically expressed in various cancers^24^ (Supplementary Table 2), including gastric cancer^27^, triple-negative breast cancers^28,29^, lung cancer^30,31^ and ovarian cancer^32,33^, indicating that they may be potential biomarkers and therapeutic targets for cancers^34^, such as hepatocellular carcinoma^35^.

**Figure 2:**
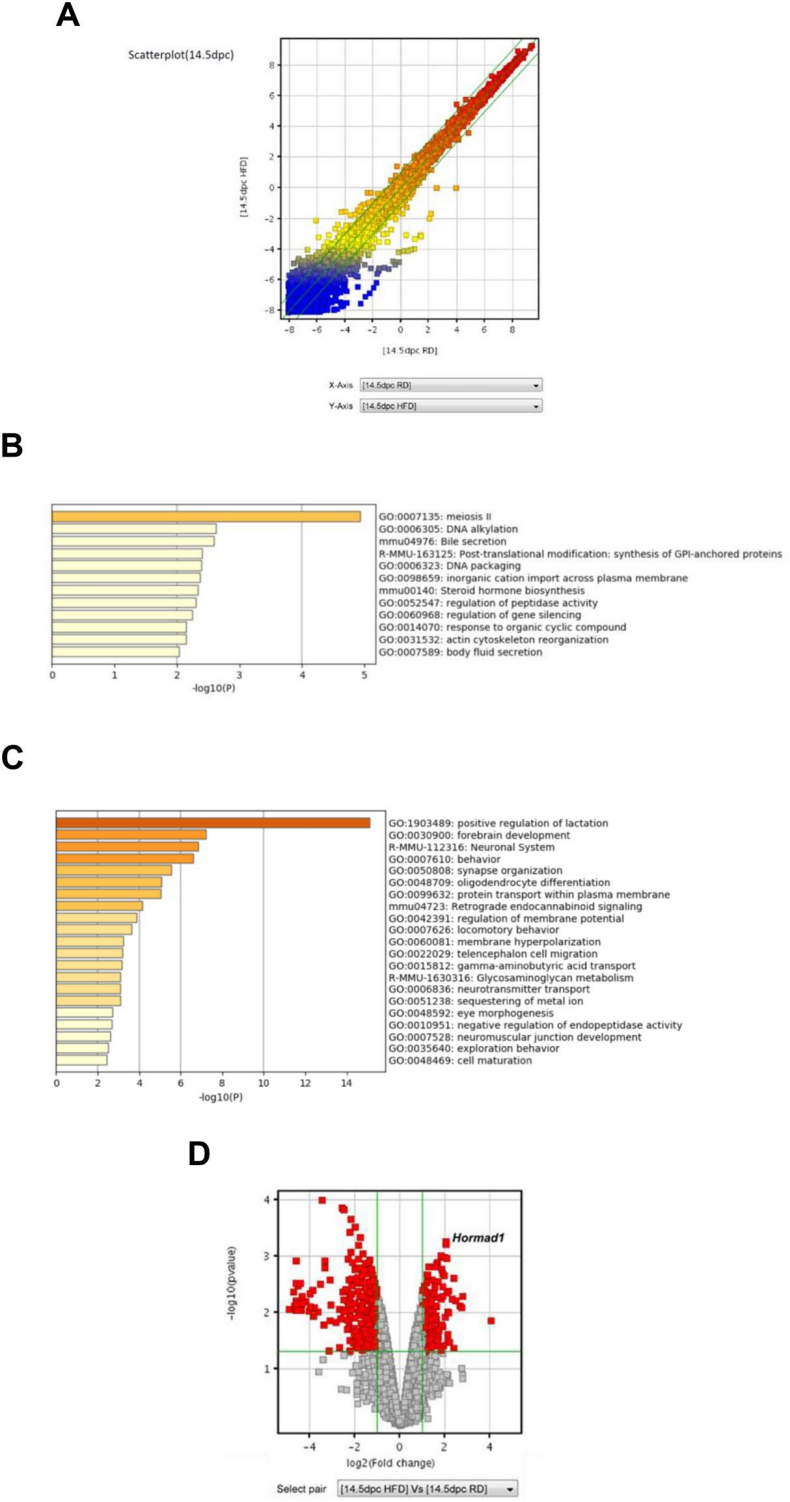
Maternal HFD consumption upregulates *Hormad1* gene expression in the fetal liver. (**A**) Scatterplot of the gene expression profiles for hepatocytes from fetuses (14.5 dpc). Green lines indicate the cutoffs for twofold up- and downregulation. Enrichment scores obtained from the Gene Ontology enrichment analysis of the selected mRNAs. (**B**) GO analysis of the upregulated genes in livers from fetuses of HFD-fed dams compared with CD-fed dams. (**C**) GO analysis of the downregulated genes in livers from fetuses of HFD-fed dams compared with CD-fed dams. (**D**) Volcano plots of the gene expression data. The horizontal axis represents the log2 (fold change), and the vertical axis represents the  − log 10 (p value). The red plots represent the selected DEGs. Volcano plot showing *Hormad1,* which had the lowest *p* value (*p* = 0.0006), and a greater than four-fold change (log2 = 2.037) in expression in livers from fetuses of HFD-fed dams compared with CD-fed dams. Data are presented using GeneSpring software 12.1 (Agilent Technologies. https://www.agilent.com).

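Ranked by limma p, Hormad1 was number 1 of the probes higher in the HFD group past both cutoffs, and 4 of the probes lower in the HFD group had a smaller p. Without HFD replicate 1 its rank among the higher probes was 21, without HFD replicate 2 it was 15, and without CD replicate 1 it was 7. In the title of Fig. 2, the paper states that maternal HFD consumption upregulates Hormad1 gene expression in the fetal liver.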

**Table 1:** Differentially expressed genes in fetal livers of offspring of HFD-fed dams vs*.* CD-fed dams.

Genbank accession	Gene symbols	Gene name	log2 Fold change
**Up-regulated differentially expressed genes (DEGs) in fetal livers of HFD-fed dams**			
1NM_181549	Clec18a	C-type lectin domain family 18, member A	4.0055
2NM_010021	Dazl	Deleted in azoospermia-like	2.7656
3NM_009978	Cst8	Cystatin 8 (cystatin-related epididymal spermatogenic)	2.7266
4NM_175296	Mael	Maelstrom homolog (Drosophila)	2.6353
5NM_009978	Cst8	Cystatin 8 (cystatin-related epididymal spermatogenic)	2.4424
6NM_011472	Sprr2f	Small proline-rich protein 2F	2.3800
7NM_001007576	Gucy2f	Guanylate cyclase 2f	2.1754
8NM_177350	Gldn	Gliomedin	2.1552
9NM_027582	Akr1cl	Aldo–keto reductase family 1, member C-like	2.1217
10NM_011089	Pira2	Paired-Ig-like receptor A2	2.1095
11NM_007663	Cdh16	Cadherin 16	2.0972
12NM_001167705	Serpina3a	Serine (or cysteine) peptidase inhibitor, clade A, member 3A	2.0852
13NM_001277891	Fkbp6	FK506 binding protein 6	2.0789
14NM_001289534	Hormad1	HORMA domain containing 1	2.0367
15NM_001166433	AU022751	Expressed sequence AU022751	1.9846
16NM_011376	Sim1	Single-minded homolog 1 (Drosophila)	1.9375
17NM_028610	Dppa4	Developmental pluripotency associated 4	1.8945
18NM_019779	Cyp11a1	Cytochrome P450, family 11, subfamily a, polypeptide 1	1.8736
19NM_181549	Clec18a	C-type lectin domain family 18, member A	1.8421
20BC015294	Glyat	Glycine-*N*-acyltransferase	1.8186
**Down-regulated differentially expressed genes (DEGs) in fetal livers of HFD-fed dams**			
1NM_026087	Ceacam12	Carcinoembryonic antigen-related cell adhesion molecule 12	− 4.9153
2NM_023741	Prl8a8	Prolactin family 8, subfamily a, member 81	− 4.7050
3NM_011963	Psg18	Pregnancy specific glycoprotein 18	− 4.6818
4NM_025957	Ceacam14	Carcinoembryonic antigen-related cell adhesion molecule 14	− 4.6157
5NM_023289	Ceacam11	Carcinoembryonic antigen-related cell adhesion molecule 11	− 4.6113
6NM_026906	Cts3	Cathepsin 3	− 4.6024
7NM_001271378	Prl8a6	Prolactin family 8, subfamily a, member 6	− 4.5822
8NM_011168	Prl7a2	Prolactin family 7, subfamily a, member 2	− 4.5645
9NM_011963	Psg18	Pregnancy specific glycoprotein 18	− 4.5130
10NM_023332	Prl8a9	Prolactin family8, subfamily a, member 9	− 4.4265
11NM_001037168	Psg27	Pregnancy-specific glycoprotein 27	− 4.4117
12NR_002857	Psg-ps1	Pregnancy specific glycoprotein pseudogene 1	− 4.3844
13NM_025532	Prl2b1	Prolactin family 2, subfamily b, member 1	− 4.3217
14NM_028480	Ceacam5	Carcinoembryonic antigen-related cell adhesion molecule 5	− 4.3213
15NM_001029893	Psg26	Pregnancy-specific glycoprotein 26	− 4.1893
16NM_007676	Psg16	Pregnancy specific glycoprotein 16	− 4.0256
17NM_027403	Psg21	Pregnancy-specific glycoprotein 21	− 4.0000
18NM_026429	Tpbpb	Trophoblast specific protein beta	− 3.9700
19NM_009411	Tpbpa	Trophoblast specific protein alpha	− 3.9107
20NM_027210	Ceacam13	Carcinoembryonic antigen-related cell adhesion molecule 13	− 3.8535

### Maternal HFD consumption induces HORMAD1 protein expression in the livers of fetuses and adult offspring

Then, we examined HORMAD1 protein expression in the livers of fetuses and adult offspring using immunohistochemistry and western blotting. Immunohistochemical staining showed that HORMAD1 protein expression was upregulated in hepatoblasts in fetal livers and colocalized with HIF-1α (Fig. 3A). In addition, the western blot analysis revealed that HORMAD1 protein expression was positively associated with HIF-1α protein expression in fetal livers (R^2^ = 0.8469, *p* = 0.0012, Fig. 3B).

**Figure 3:**
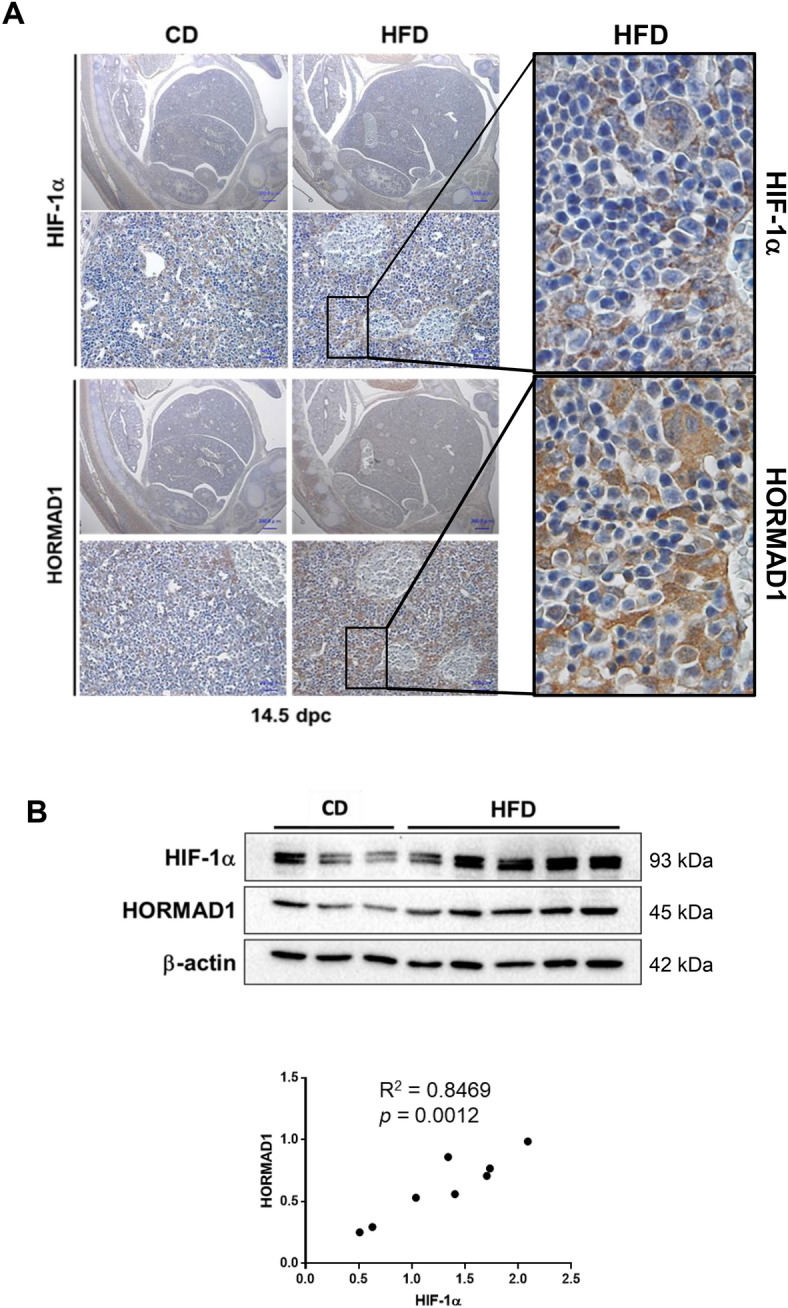

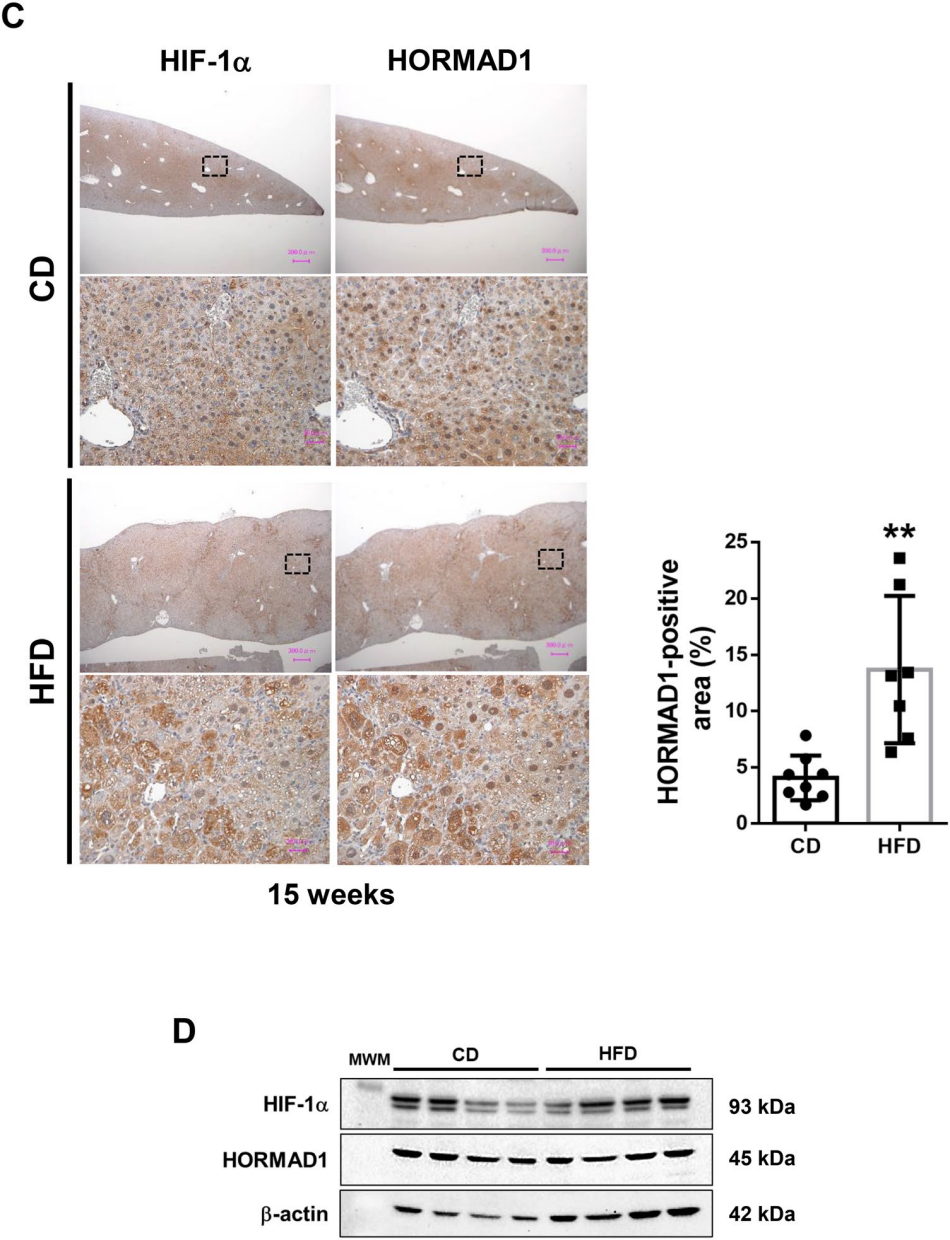

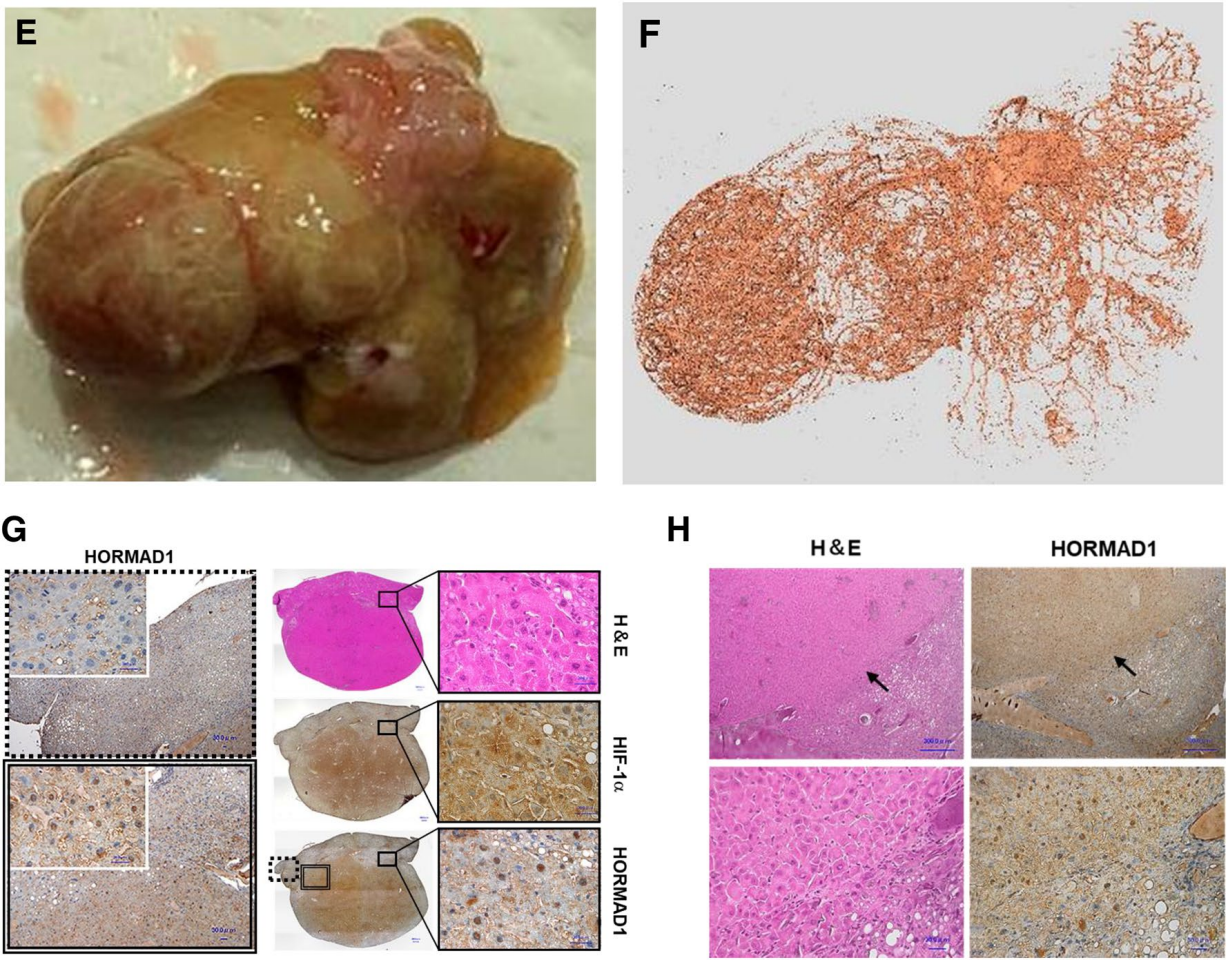
HORMAD1 colocalizes with HIF-1α in fetal livers. (**A**) Representative photomicrographs of immunohistochemical staining for HIF-1α and HORMAD1 in fetal livers at 14.5 dpc. Scale bars: 300 μm (low magnification) and 30 μm (high magnification). Insets show the magnified images from the left panels. (**B**) Western blot analysis showed positive correlations between HORMAD1 and HIF-1α levels in the fetal livers of mice (R^2^ = 0.8469, *p* = 0.0012). (**C**) Immunohistochemical staining for HIF-1α and HORMAD1 in the livers of offspring at 15 weeks of age. Scale bars: 300 μm (low magnification) and 30 μm (high magnification). Quantification of HORMAD1-positive area (CD = 8 offspring from 3 dams, HFD = 7 offspring from 3 dams). **p < 0.01 using the Mann–Whitney test. (**D**) Western blot analysis of HIF-1α and HORMAD1 levels in the livers of 15-week-old offspring. MWM: 117 kDa band in the molecular weight marker (HiMark Prestained protein standard, Thermo Fisher Scientific). (**E**) Macroscopic image of the liver after barium perfusion of offspring from HFD-fed dams at 33 weeks old. (**F**) Visualization of 3D vessels in the liver of offspring from HFD-fed dams at 33 weeks old using synchrotron micro-CT and Amira software (version 1.4.0, https://www.thermofisher.com). (**G**) Immunohistochemical staining for HIF-1α and HORMAD1 in hepatic tumors from 33-week-old offspring of HFD-fed dams. Insets in the middle panels show the magnified images (right panels). HORMAD1 expression in peritumoral lesions (dotted line) and intratumoral lesions (double lines) in hepatic tumors from 33-week-old offspring of HFD-fed dams. Insets in the left panels show the magnified image of each lesion. (**H**) Capsular invasion of a hepatic tumor. Arrows show the area of invasion. Bars: 300 μm (low magnification) and 30 μm (high magnification).

On the other hand, the expression levels of the HORMAD1 and HIF-1α proteins were increased in NASH lesions of 15-week-old offspring from HFD-fed dams (Fig. 3C). NASH includes the histological spectrum of lesions ranging from steatosis to a complex pattern characterized by hepatocellular injury and inflammation^36^. Because the proteins were extracted from various lesions in the livers of 15-week-old offspring from HFD-fed dams, western blot analysis might fail to identify a significant correlation between HORMAD1 and HIF-1α protein expression (Fig. 3D).

Usually, offspring of HFD-fed dams die because of severe cirrhosis, not cancer. However, we found that some offspring of HFD-fed dams developed HCC without severe cirrhosis. We subsequently evaluated HORMAD1 expression in hepatic tumors of 33-week-old offspring from HFD-fed dams to clarify the malignant potential of this mouse model and the role of HORMAD1 in hepatocellular carcinogenesis (Fig. 3E), and the results showed abundant tumor vascularization in synchrotron micro-CT scans (Fig. 3F), which is observed in humans with HCC^37^. Both HIF-1α and HORMAD1 showed nuclear localization in hepatic tumors. However, peritumoral lesions did not express HORMAD1 (Fig. 3G). Hepatic tumors also presented capsular invasion, indicating malignant features such as those associated with hepatocellular carcinoma (Fig. 3H).

### Hypoxia induces HORMAD1 expression in mouse primary hepatocytes (MPHs)

As HORMAD1 localized with the HIF-1α protein in fetal and livers of adult offspring from HFD-fed dams, we assessed whether *Hormad1* expression was directly activated by hypoxia. We identified three potential HIF-1 binding sites (hypoxia response elements; HREs) in the promoter region of the mouse *Hormad1* gene (Fig. 4A). Consistently, hypoxia markedly induced *Hormad1* mRNA expression in MPHs (Fig. 4B). Moreover, immunocytochemistry showed that hypoxia upregulated HORMAD1 protein expression in MPHs (Fig. 4C).

**Figure 4:**
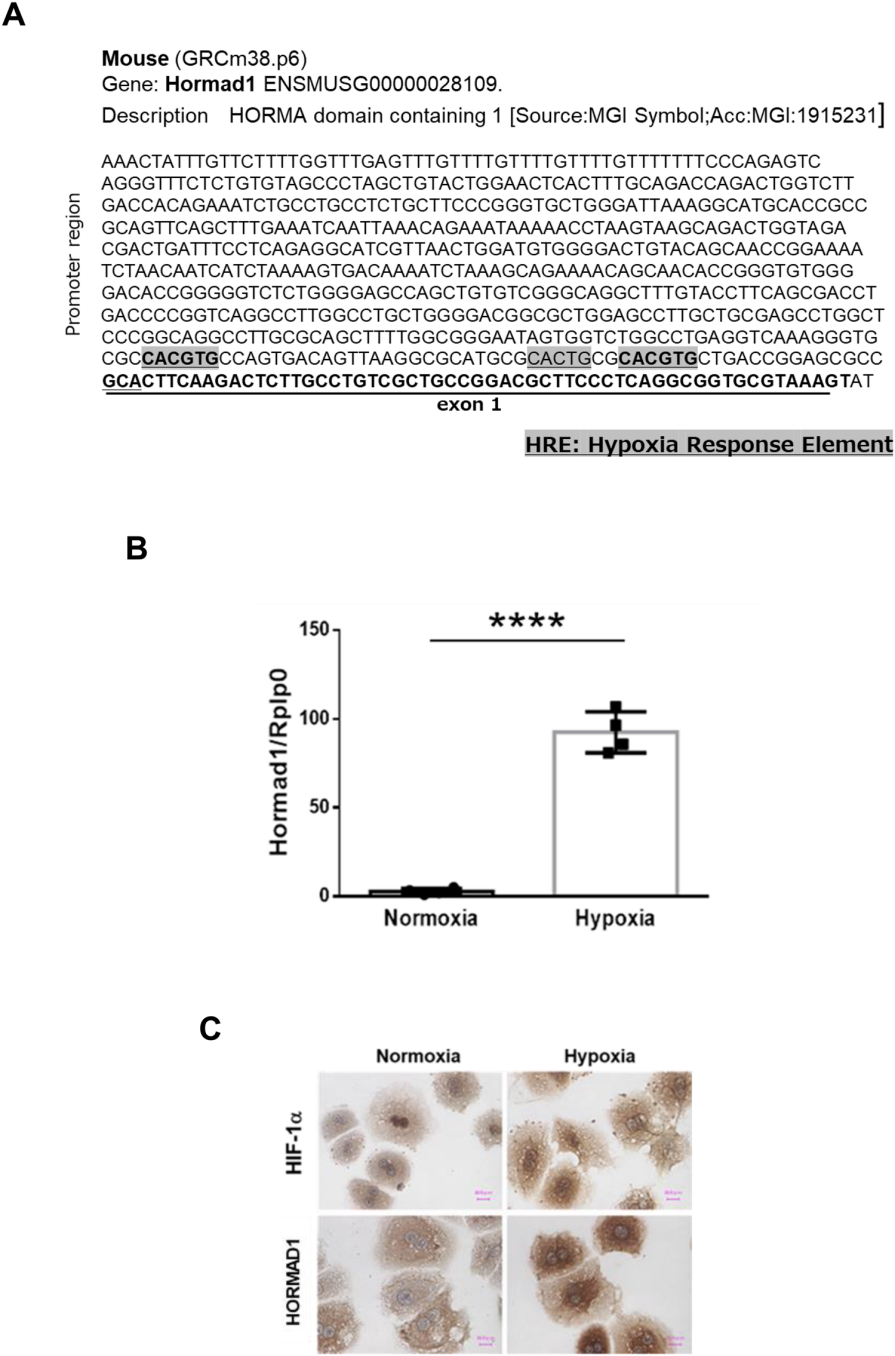

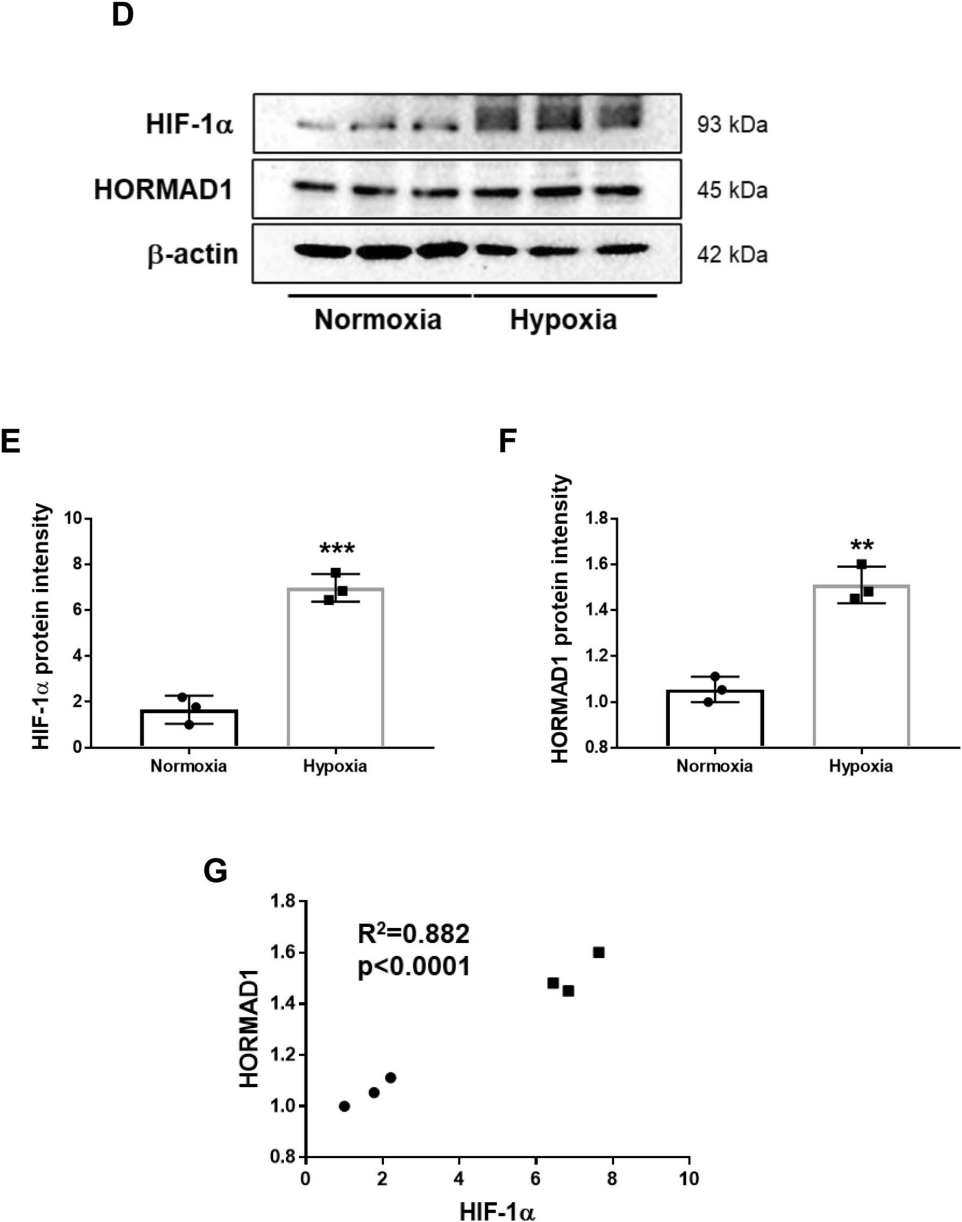

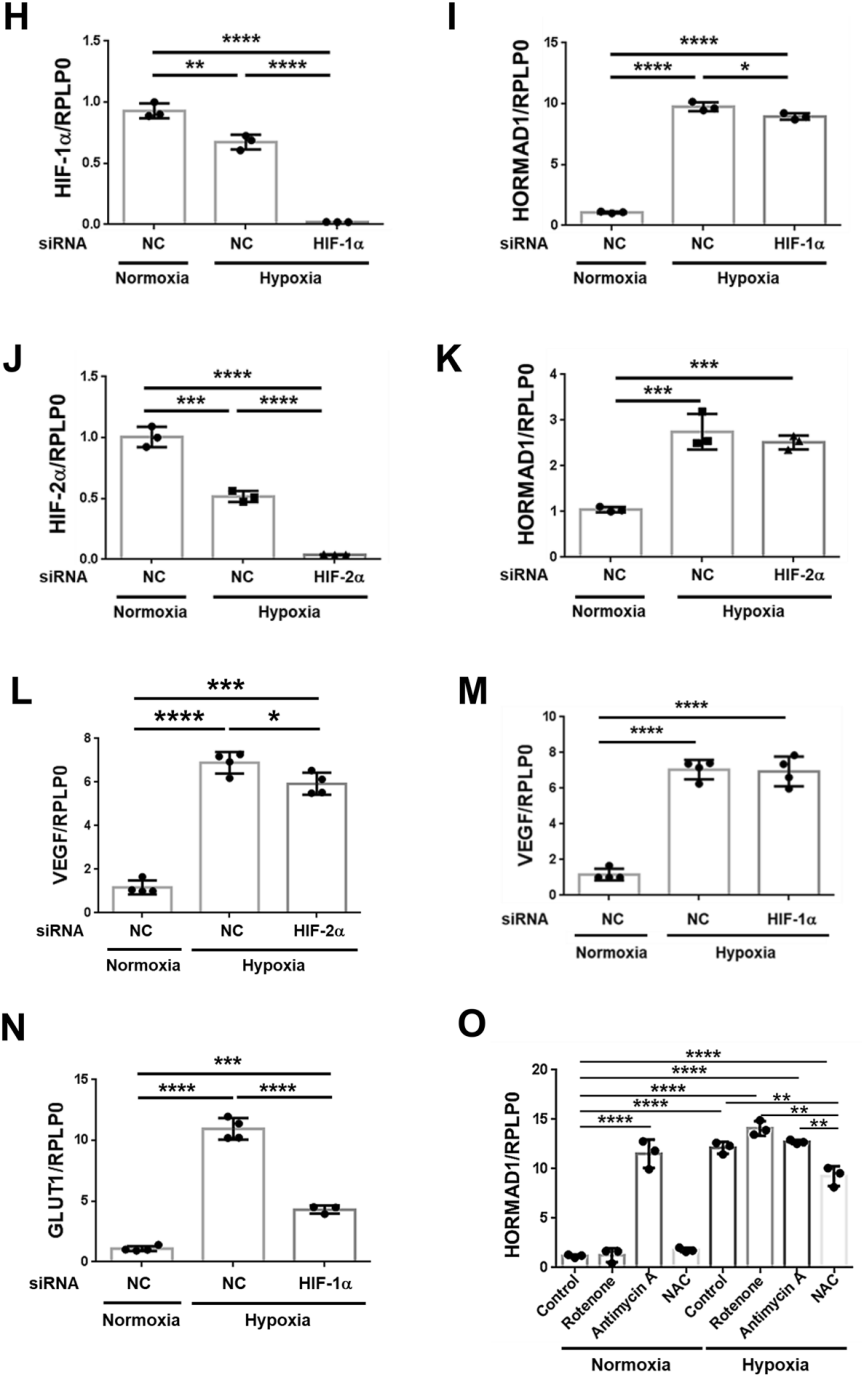
Hypoxia induces HORMAD1 expression in MPHs. (**A**) Three putative HREs containing the consensus sequence (A/G)CGTG within the mouse *Hormad1* gene. (**B**) *Hormad1* mRNA expression in MPHs was examined using qRT‒PCR. Isolated MPHs were exposed to hypoxia (1% O_2_) overnight. (**C**) Immunocytochemical staining for HIF-1α and HORMAD1 in MPHs cultured under normoxic or hypoxic conditions. Bars: 30 μm. (**D**) Western blot analysis of the total cell lysates of MPHs. (**E**) Effects of hypoxia on HIF-1α protein expression in MPHs. (**F**) Effects of hypoxia on HORMAD1 protein expression in MPHs. (**G**) Positive correlation between HIF-1α and HORMAD1 protein expression in MPHs (R^2^ = 0.882, *p* < 0.0001). (**H**) The efficacy of siRNAs targeting HIF-1α in reducing the *Hif-1α* mRNA expression level in MPHs. (**I**) The effect of the HIF-1α siRNA on the *Hormad1* mRNA expression level in MPHs. (**J**) The efficacy of the HIF-2α siRNA in reducing the *Hif-2α* mRNA expression level in MPHs. (**K**) The effect of the HIF-2α siRNA on the *Hormad1* mRNA expression level in MPHs. (**L**) The effect of the HIF-2α siRNA on the *Vegf* mRNA expression level in MPHs. (**M**) The effects of the HIF-1α siRNA on the *Vegf* mRNA expression level in MPHs. (**N**) The effect of the HIF-1α siRNA on *Glut1* mRNA expression levels in MPHs. (**O**) MPHs were treated with mitochondrial inhibitors of complex I (rotenone, 1 μM) and complex III Q_i_ sites (antimycin A, 1 μM) and the glutathione precursor *N*-acetylcysteine (NAC, 1 mM) to determine their effects on *Hormad1* mRNA expression. All data are presented as the means ± SD, and they are representative of at least three independent experiments. The significance of differences between groups was determined using unpaired Student’s *t test*s. Statistical comparisons were analyzed using one-way ANOVA with post hoc Bonferroni multiple comparison tests. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

Hypoxia induced either HIF-1α (Fig. 4D,E) or HORMAD1 (Fig. 4D,F) protein expression in MPHs. The connection between HORMAD1 protein expression and HIF-1α protein expression suggested that both proteins are regulated by the same pathways (Fig. 4G).

However, the HIF-1 siRNA only slightly decreased hypoxia-induced *Hormad1* mRNA expression (*p* < 0.05, Fig. 4H,I), and the HIF-2α siRNA failed to alter *Hormad1* mRNA expression (Fig. 4J,K). The expression of glucose transporter isoform 1 (GLUT1)^38^ and VEGF^39^ are also known to be increased in HCC and are involved in tumorigenesis. Hypoxia induces the expression of these key proteins involved in the pathogenesis of HCC. Interestingly, the HIF-2α siRNA (Fig. 4L), but not the HIF-1α siRNA (Fig. 4M), slightly inhibited hypoxia-induced *Vegf* expression. However, the HIF-1α siRNA markedly inhibited *Glut1* mRNA expression (Fig. 4N). Then, we studied the effects of inhibitors of mitochondrial complex I (rotenone), the complex III Q_i_ site (antimycin A), and the glutathione precursor N-acetylcysteine (NAC) on *Hormad1* mRNA expression in MPHs (Fig. 4O). Rotenone (1 μM) did not alter *Hormad1* mRNA expression compared with the respective control under normoxic or hypoxic conditions, suggesting that mitochondria are not involved in the signaling regulating hypoxia-induced *Hormad1* mRNA expression (Fig. 4O). Antimycin A (1 μM), which acts at the principal site of ROS generation during hypoxia^40^, induced *Hormad1* mRNA expression compared with the normoxic control (Fig. 4O). The antioxidant NAC (1 mM) decreased hypoxia-induced *Hormad1* expression in cells treated with or without reagents. In summary, hypoxia-induced production of ROS, which are derived from nonmitochondrial sources, may be involved in the mechanism regulating *Hormad1* mRNA expression.

### Synchrotron radiation micro-CT assessment of the liver circulation

Synchrotron micro-CT imaging performed at SPring-8 using contrast media showed architectural remodeling of the parenchyma in 33-week-old offspring from HFD-fed dams (Fig. 5A). The imaging results revealed the arterial basket pattern, which is one of the categories of vascular patterns of hepatocellular carcinoma (Fig. 5B)^41^.

**Figure 5:**
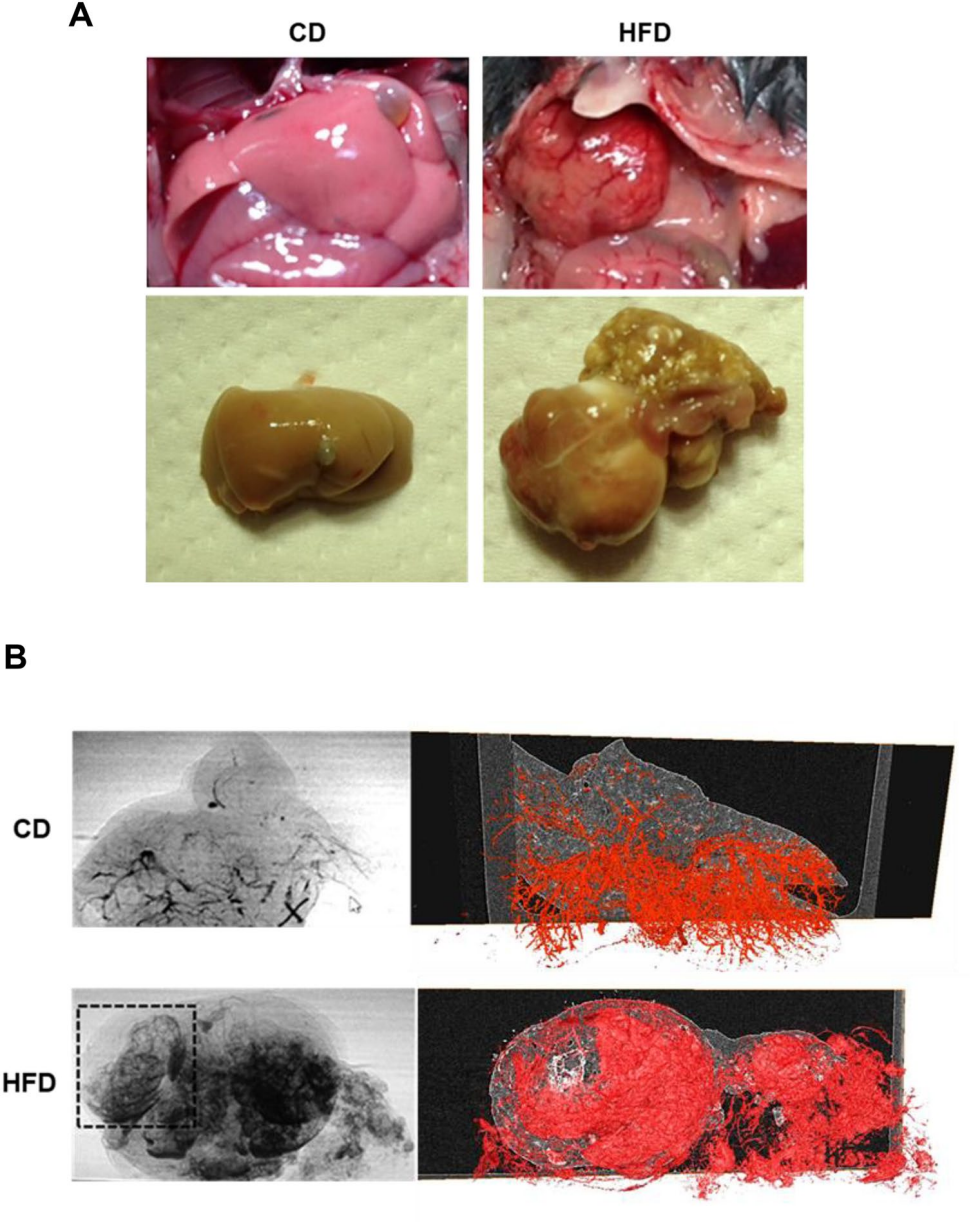

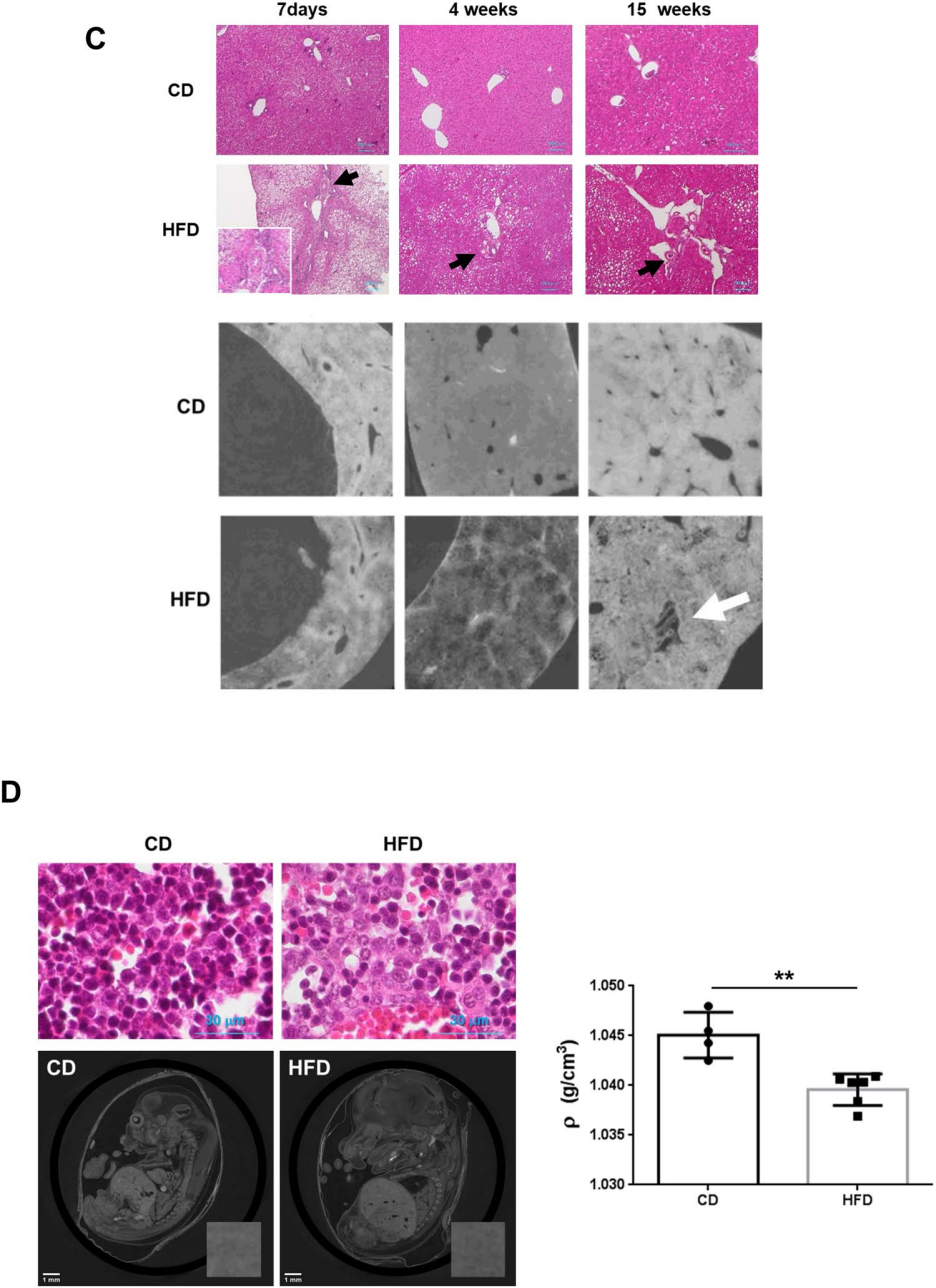
Synchrotron radiation micro-CT images show liver circulation in hepatic tumors and fetal livers. (**A**) Photographs of livers of 33-week-old offspring from CD- or HFD-fed dams (upper panels). Macroscopic images of livers after barium perfusion (lower panels). (**B**) CT fluoroscopy (left panels) and visualization of 3D vessels via synchrotron micro-CT using Amira software (version 1.4.0, https://www.thermofisher.com) (right panels) of livers from offspring. The square surrounded by the dotted line shows the typical basket pattern of tumor blood vessels. The computed tomography data from the offspring livers were uploaded to advanced 3D image processing and quantification software (Amira). (**C**) Hematoxylin and eosin staining (upper panels) and phase-contrast micro-CT imaging (lower panels) of livers of offspring at 7 days (CD; n = 7, HFD; n = 9), 4 weeks (CD; n = 6, HFD; n = 9) and 15 weeks (CD; n = 17, HFD; n = 11) of age. Black and white arrows show abnormal vascular structures, including large and thick hepatic arteries, in the livers from offspring of HFD-fed dams. Scale bars: 100 μm. (**D**) Hematoxylin and eosin staining of fetal livers (upper panels. Scale bars: 30 μm). Phase-contrast micro-CT imaging of fetuses (CD; n = 4, HFD; n = 6) at 14.5 dpc from CD- and HFD-fed dams. Scale bars: 1 mm. Hepatic tissue density (ρ) of offspring from CD- and HFD-fed dams. All data are presented as the means ± SD. Measured variables were log(e) transformed for statistical analyses. The significance of the differences between groups was determined using unpaired Student’s *t test*s. **p < 0.01.

On the other hand, phase-contrast X-ray imaging is an appropriate technique for observing the structure inside biological soft tissues, including the mouse fetus^42^, which are transparent to hard X-rays^43,44^. We assessed the structure of the livers of offspring at 7 days (CD; n = 7, HFD; n = 9), 4 weeks (CD; n = 6, HFD; n = 9) and 15 weeks (CD; n = 17, HFD; n = 11) of age using synchrotron-based phase-contrast micro-CT (Fig. 5C). The livers of offspring from HFD-fed dams had a lower density, consistent with fatty livers, even at 7 days after birth (Fig. 5C). In addition, phase-contrast micro-CT can detect an abnormal hepatic vascular structure, which consisted of arteriolar dilation and narrowing of the portal vein from 7 days to 15 weeks (Fig. 5C, white arrow), and these results were consistent with the large and thick hepatic arteries observed with hematoxylin and eosin staining (Fig. 5C, black arrows and inset in the upper left panel). As we detected histological changes in the livers of neonatal offspring from HFD-fed dams, we performed phase-contrast micro-CT of fetuses from CD- and HFD-fed dams (Fig. 5D). Hematoxylin and eosin staining showed fewer hematopoietic cells in the liver of fetuses from HFD-fed dams (Fig. 5D). Consistently, livers of fetuses from HFD-fed dams exhibited a significantly lower density (*p* < 0.01, Fig. 5D, Table 2), suggesting that maternal HFD consumption might induce fetal fatty liver, as reported in previous studies^45,46^.

**Table 2:** Liver volume, diameter of umbilical vein, diameter of ductus venosus and hepatic density in mouse fetuses measured by synchrotron radiation-based phase-contrast computed tomography at SPring-8.

Fetuses	V_Liver_ (mm^3^)	D_UV_ (μm)	D_UV_^3^ (mm^3^)	D_DV_ (μm)	LN (D_UV_^3^)/LN (V_Liver_)	ρ (kg/m^3^)
**CD**						
1	18.897	320.268	0.033	120.268	5.993	1.045
2	23.911	306.589	0.029	155.395	5.498	1.048
3	18.476	344.951	0.041	154.761	6.118	1.044
4	21.017	391.868	0.060	127.636	5.982	1.043
Mean	20.575	340.919	0.041	139.515	5.898	1.045
SD	2.486	37.492	0.014	18.223	0.274	0.002
**HFD**						
1	21.107	282.976	0.023	136.594	5.647	1.041
2	25.891	347.096	0.042	115.444	5.477	1.038
3	24.504	296.342	0.026	128.678	5.422	1.037
4	26.167	338.653	0.039	131.517	5.436	1.041
5	27.579	370.841	0.051	154.116	5.432	1.040
6	25.635	314.103	0.031	124.012	5.400	1.040
Mean	25.147	325.002	0.035	131.727	5.469	1.040
SD	2.213	33.112	0.011	13.107	0.091	0.002
p value	0.016	0.498	0.498	0.467	0.007	0.009

*V*_*Liver*_ liver volume, *D*_*UV*_ diameter of umbilical vein, *D*_*DV*_ diameter of ductus venous, *ρ* hepatic tissue density.

### Maternal HFD consumption induced fetal hepatomegaly without a compensatory increase in hepatic blood flow

We measured the liver volume of offspring using phase-contrast micro-CT (Fig. 6A,B, Table 2). Maternal HFD consumption significantly induced fetal hepatomegaly (*p* < 0.05, Fig. 6B, Table 2).

**Figure 6:**
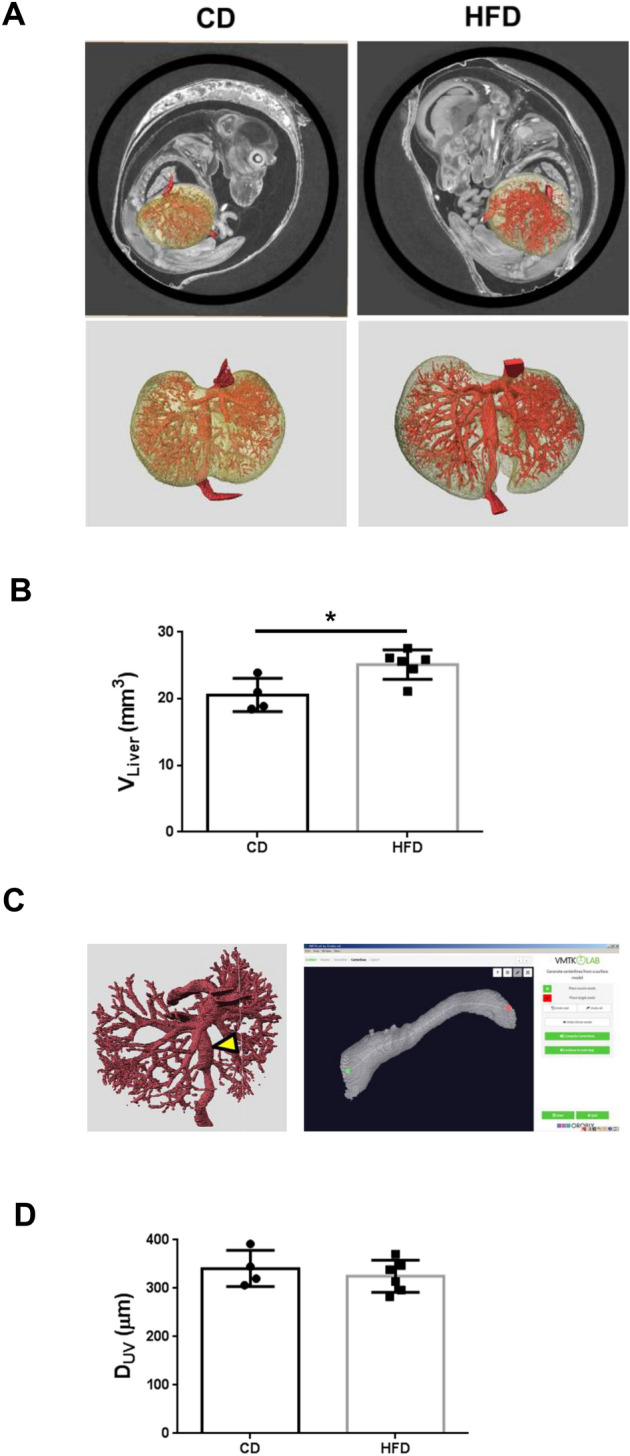

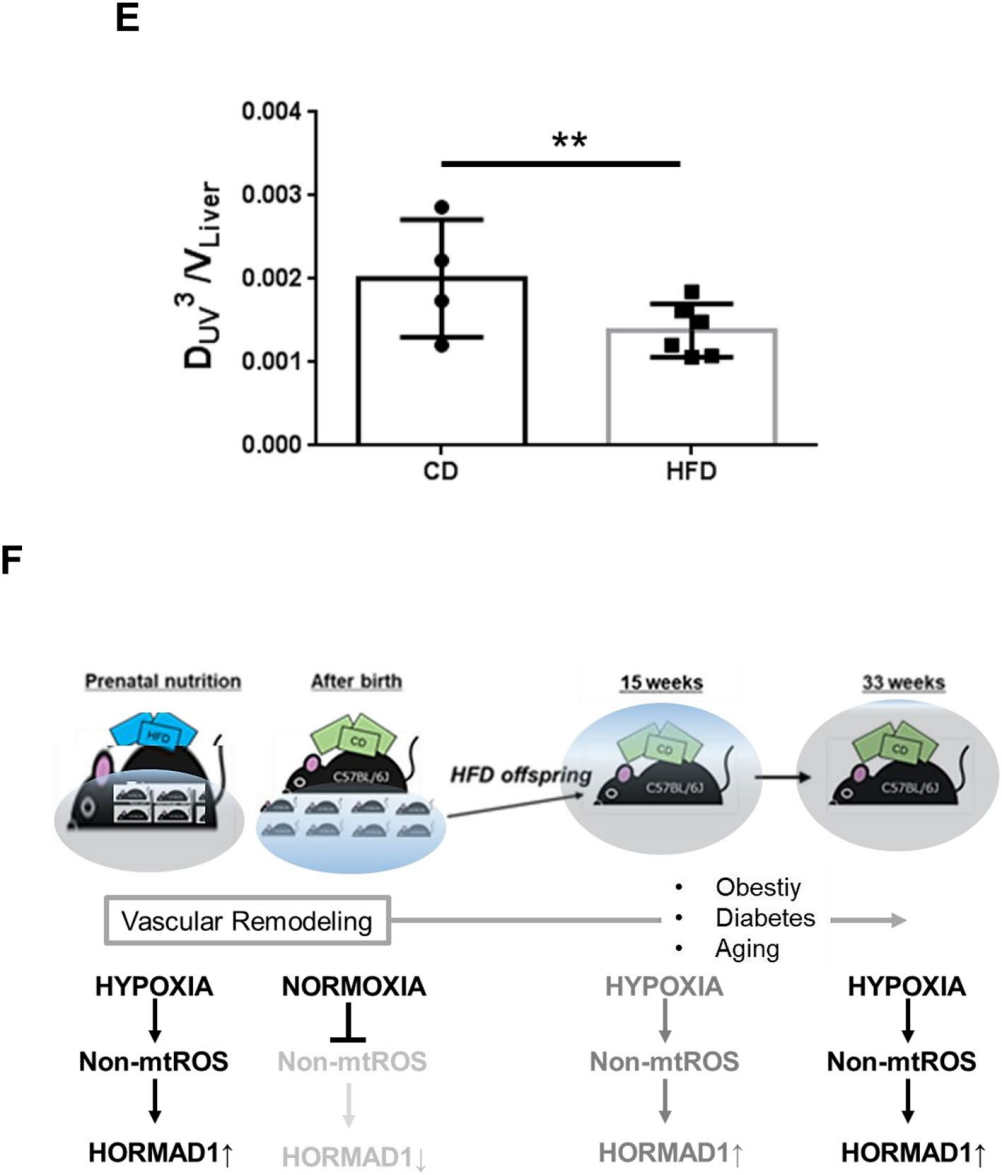
Maternal HFD consumption induced hepatomegaly without a compensatory increase in blood flow in fetuses. (**A**) Phase-contrast micro-CT images of fetuses (upper panels) were uploaded to advanced 3D image processing and quantification software (Amira, version 1.4.0, https://www.thermofisher.com) and 3D images of the fetal liver and intrahepatic vascular structure (lower panels) are presented. (**B**) Liver volume of fetuses (V_Liver_). The volume of the extracted liver was derived by forming multiple tetrahedrons with the center point as the apex in Amira. CD; n = 4, HFD; n = 6. (**C**) Hepatic vessels were extracted from fetuses using 3D image processing and quantification software (Amira). Intrahepatic blood vessels were extracted from the umbilical vein (yellow arrowhead) just before they entered the liver and branched. The blood flow rate was determined by deriving the vessel diameter, which is proportional to the multiplier of the vessel diameter according to Murray’s law (left panel). An open-source toolkit (Vascular Modelling Toolkit, version 1.4.0, VMTK, www.vmtk.org) was used to derive the vessel diameter semiautomatically (right panel). (**D**) Diameter of the umbilical vein (D_UV_) of fetuses. CD; n = 4, HFD; n = 6. (**E**) The blood flow rate is proportional to D_UV_^3^ per volume of fetal liver (V_Liver_). CD; n = 4, HFD; n = 6. All measured variables were log(e) transformed for statistical analysis. The significance of the differences between groups was determined using unpaired Student’s *t test*s. *p < 0.05 and **p < 0.01. (**F**) Maternal HFD consumption induces hepatomegaly without increasing hepatic blood flow in the fetus, resulting in hypoxia in the fetal liver. Hypoxia induces nonmitochondrial ROS production, leading to the upregulation of HORMAD1 in the fetal liver. After birth, breathing induced normoxia in the livers of offspring, attenuating the increased HORMAD1 expression. Obesity, diabetes and aging, which are known to induce hypoxia and ROS production, might increase HORMAD1 expression. The first hit in NAFLD/NASH/HCC development might be that fetal nutrition causes hepatic hypoxia. Thus, HORMAD1 expression is an indicator of tissue hypoxia resulting from ROS production.

Immunohistochemistry revealed that maternal HFD consumption resulted in increased hepatic hypoxia and the expression of HIF-1α and HORMAD1 in offspring (Fig. 1D, Fig. 3A,C,G). In addition, hypoxia induced HORMAD1 expression in mouse hepatocytes via ROS production (Fig. 4). In the fetus, nutrients and oxygen from the placenta reach the fetus and fetal liver through the umbilical vein. After supplying the left hepatic lobe, the umbilical vein branches into the ductus venosus and the left portal vein. In the fetus, the left portal vein supplies the right hepatic lobe similarly to the portal vein, and the ductus venosus pumps blood from the umbilical vein directly into the systemic circulation via the inferior vena cava and right atrium. Considering the effects of fetal overnutrition on the fetal liver in this study, we thought that the most appropriate approach would be to compare its blood flow with that of the umbilical vein (Fig. 6C). We did not observe an increase in the diameter of the umbilical vein (Fig. 6D, Table 2). Blood flow is determined by the supplying vascular diameter due to Murrays’ minimum energy hypothesis^47^. Therefore, we studied the ratio of blood flow as the 3rd power of the diameter of the umbilical vein of the offspring per liver volume, indicating its lower ratio in offspring from HFD-fed dams, which suggests a lack of compensatory blood flow to account for the hepatomegaly (Fig. 6E).

## Discussion

This study is the first to report that gestational nutrients, not drugs or genetic modifications, cause NASH-based HCC in offspring. According to a recent study, maternal obesity increases the incidence of HCC in offspring via miR-27-3P^48^. However, maternal HFD consumption increased the incidence of diethylnitrosamine (DEN)-induced HCC in male offspring. In addition, female mice were fed a HFD from 1 to 3 months old before mating^48^. After male offspring from HFD-fed dams were injected with DEN, a genotoxic compound that is widely used to model liver tumorigenesis in rodents, at 15 days old, 50% survived for up to 10 months. In contrast, we fed dams a HFD after the observation of the plug until delivery to study the effect of maternal nutrients during pregnancy not including lactation. Coincidently, we realized that maternal HFD consumption caused NASH-based HCC in offspring without affecting the maternal liver. Additionally, the fatty liver observed in one-week-old offspring from HFD-fed dams prompted us to speculate that the trigger for NASH-based HCC might be present during the fetal period. A previous study showed that maternal Western-style diet-induced obesity (OB-WSD) for 2–9 years prior to conception and throughout pregnancy in adult female Japanese macaques induces hypoxemia and hepatic oxidative stress in fetuses^49^. Fetuses from OB-WSD mothers have lower O_2_ saturation, indicating some degree of fetal hypoxemia^49^. Switching OB-WSD mothers to the control diet prior to and for the duration of the next pregnancy restores the hypoxemia of fetuses in the next pregnancy, but incomplete normalization of the liver and serum metabolomes is observed in fetuses^49^. In the current study, the HFD was provided only during pregnancy, not prior to pregnancy or after delivery. However, the short duration of nutrient overload might induce the development of NAFLD/NASH/HCC in offspring from the neonatal period until adulthood. HFD feeding during pregnancy might be too short of a time period for the offspring to adapt to the metabolic changes in the intrauterine and neonatal periods. The previous studies described above^49^ that examined the effect of OB-WSD on fetuses have typically fed the animals a HFD before pregnancy and during lactation, which might cause adaptation of the fetuses to the maternal HFD-induced physiological changes, suppressing the development of NASH/HCC in the offspring. However, because only 20 days of HFD feeding after birth did not induce NASH/HCC in adult mice, fetuses should be more sensitive to nutrition during pregnancy, which is concurrent with the period of hepatic development. The metabolic changes related to fetal hepatic steatosis and hepatomegaly induced by OB-WSD are still present in offspring at 1 year of age^50^. In addition, prenatal fatty liver must provoke severe insulin resistance in the offspring of HFD-fed dams beginning early in life, accompanying the inhibition of insulin-stimulated glucose uptake. CD-feeding with insulin resistance after birth might lead to malnutrition, such as kwashiorkor and marasmus^51^, and exacerbate steatohepatitis.

The effect of the HFD load in utero rather than in adulthood also indicates potential contributing factors other than the nutritional load. A recent study reported that decreased portal circulation by congenital portosystemic shunt (PSS) augments fibrosis and the ductular reaction in NASH in C57BL/6J mice^52^. PSS induces hypoxia due to disrupted intralobular perfusion and is an important factor aggravating liver fibrosis in individuals with NASH^52^. Similarly, in our model, maternal HFD consumption induced fetal hepatomegaly without a compensatory increase in the blood supply, resulting in hypoxia in the fetal liver. In fact, we have frequently observed PSS in the livers of offspring of HFD-fed dams. According to another study, HFD feeding for 16 weeks from eight weeks of age induces liver hypoxia and leads to HIF-1α upregulation in NASH mice^53^. Therefore, we speculate that maternal HFD-induced hypoxia in the fetal liver might play an important role in the development of NASH/HCC.

We found that the fetuses from HFD-fed dams had hepatomegaly without a compensatory increase in the blood supply. Under normal conditions, 75–80% of hepatic blood flow is of umbilical origin^54^. Therefore, umbilical venous blood flow represents the quantity of oxygen and nutrients reaching the fetus. Because the oxygen consumption of the liver in fetal sheep accounts for 20% of the total fetal oxygen consumption, during hypoxia, total liver blood flow and the umbilical venous contribution both decrease by 20% to reduce its oxygen consumption^54^. Pregnancies with pregestational diabetes show a mismatch between greater fetal growth (macrosomia) and uncompensated liver perfusion (nutrient supply) after 30 weeks of pregnancy^55^. Moreover, the maternal prepregnancy body mass index alters the fetal blood flow distribution to modulate fetal handling of glucose^56^. Maternal HFD-induced fetal hepatomegaly might respond to hypoxia by maintaining the diameter of the umbilical vein, as observed in fetuses from CD-fed dams, resulting in lower oxygen consumption in the liver. The umbilical vein connects to the left portal vein, which connects to the ductus venosus and carries the blood to the inferior vena cava. We also did not observe a difference in the diameters of the ductus venosus between HFD-fed dams and CD-fed dams (Table 2). As hepatic oxygen consumption accounts for 20% of the total fetal oxygen consumption, hepatic venous blood is well oxygenated and provides an important source of oxygen for fetal tissues^54^. Therefore, fetal hepatic hypoxia will result in the failure to carry sufficient oxygen to other fetal tissues.

Synchrotron radiation micro-CT showed that maternal HFD consumption induced fetal fatty liver (Table 2). Hypoxia is tightly associated with lipid homeostasis and increases cellular lipid deposition^57^. Hepatocyte-specific HIF-1α expression is a determinant of lipid accumulation and liver injury in alcohol-induced steatosis in mice^58^. A HFD containing lipids may promote the β-oxidation of free fatty acids, which requires a considerable amount of oxygen, leading to the stabilization of HIF-1α subunits by the inhibition of PHDs. Thus, a loop involving HIF-1α and lipid deposition in the liver might establish a vicious cycle that augments hypoxia in individuals with NAFLD.

Because the ductus venosus also supplies oxygen and nutrients to the heart and brain, the oxygen supply for fetal tissues will depend on ductus venous blood flow when maternal HFD consumption induces fetal hepatic hypoxia. Thus, oxygen redistribution in the fetus might lead to vascular remodeling, such as a ductus venosus shunt^59^, accompanied by narrowing of the portal vein and dilation of the hepatic artery of the offspring.

We assessed gene expression in fetal livers. Among the 430 DEGs identified, including 146 upregulated and 284 downregulated genes in the fetal livers from HFD-fed dams compared with those from CD-fed dams (Table 1), we found that HORMAD1 was significantly upregulated in the livers of fetuses from HFD-fed dams (Table 1). HORMAD1 was originally cloned as a CT antigen^25^. HORMAD1 was recently shown to compromise DNA mismatch repair in cancer cells by interacting with the MCM8-MCM9 complex and reducing chromatin binding of MLH1, the key component of the DNA mismatch repair machinery^32^. Aberrant expression of HORMAD1 is associated with genomic instability in triple-negative breast cancers^28,29^, lung cancers^30,31^, and ovarian cancers^32,33^. Promoter hypomethylation is known to upregulate HORMAD1 in various cancers^30,60^. We identified three putative HREs in the mouse *Hormad1* promoter region. Moreover, hypoxia induced HORMAD1 mRNA and protein expression in MPHs. However, the HIF-1α siRNA slightly suppressed hypoxia-induced *Hormad1* mRNA expression. In addition, the HIF-2α siRNA failed to inhibit hypoxia-induced *Hormad1* mRNA expression. Hypoxia induces VEGF expression via ROS production independent of HIF-1 in HEK293T or C6 cells^61^. Therefore, we studied the effects of ROS on regulating *Hormad1* mRNA expression by inhibiting mitochondrial respiration (rotenone), inducing mitochondrial ROS production (antimycin A^40,62,63^) and using an antioxidant (NAC). Antimycin A induced *Hormad1* mRNA expression under normoxic conditions. However, rotenone, which inhibits mitochondrial ROS production, did not inhibit hypoxia-induced *Hormad1* mRNA expression. Finally, NAC significantly inhibited hypoxia-induced *Hormad1* mRNA expression. In summary, hypoxia induces *Hormad1* mRNA expression via nonmitochondrial ROS production. Maternal OB-WSD before and during pregnancy increases hepatic triglyceride accumulation in fetuses without impairing mitochondrial function in fetal livers^49^. In the current model of maternal HFD-induced NASH/HCC, mitochondrial dysfunction might not be involved in the induction of HORMAD1 expression in the livers of offspring. Most likely, hemodynamic regulation in response to maternal HFD-induced hypoxia might induce ROS production rather than metabolic dysfunction in hepatic mitochondria^64^. ROS generation via NOX contributes to the proliferation of hepatic oval cells^65^, which are progenitor cells associated with an increased risk of developing HCC^66^. We observed oval cell proliferation in peritumoral regions of 33-week-old offspring from HFD-fed dams (Supplementary Fig. 4). NOX might be a potential site for hypoxia-induced ROS production in the livers of offspring from HFD-fed dams (Fig. 6F).

We detected abnormalities in the vascular system prior to fibrosis in the neonatal livers of offspring from HFD-fed dams. Hypoxia produces profibrotic mediators in hypoxic hepatocytes^67^. Fetal hepatic hypoxia might induce the production of profibrotic factors around the portal vein, resulting in the development of fibrosis around the portal vein after birth. Recently, congenital portosystemic shunts were shown to decrease portal circulation, which induces hypoxia and augments fibrosis in mice^52^. However, we also obtained evidence of NASH/HCC in offspring from HFD-fed dams of C57BL/6N mice, which have no PSS^59^. Notably, abnormal vascular structures, such as large hepatic arteries and narrowing of the portal veins, were observed in the livers of C57BL/6N offspring from HFD-fed dams. Therefore, portosystemic shunting is not essential for the development of maternal HFD-induced NASH/HCC in offspring and is a secondary phenomenon caused by maternal overnutrition. Mitochondrial redox abnormalities might facilitate maternal HFD-induced ROS production in C57BL/6J mice, leading to the abnormal vascular structure and hypoxic liver injury.

Both HORMAD1 and VEGF expression are increased by hypoxia via ROS production. Hyperoxia also causes a significant increase in iNOS levels paralleled by a significant decrease in intracellular glutathione (GSH) levels in rat liver^68^. In addition, NAC (1 mM) blocked the hyperoxia-induced increase in iNOS levels and restored GSH levels^68^. Therefore, either hypoxia or hyperoxia might cause ROS-mediated liver injury, and NAC might reverse oxygen redistribution-induced liver injury. In the current model, the HFD load during gestation induced hypoxia in the fetal liver because of the loss of a compensatory increase in blood flow to accommodate fetal hepatomegaly. Fetal hepatic hypoxia might induce VEGF expression via ROS production, leading to remodeling of the vascular structure in the fetal liver. Conversely, neonatal hepatic hyperoxia mediated by larger and thicker hepatic arteries in zone 1 in the livers of the offspring from HFD-fed dams might induce ROS production, which also causes an increase in the expression of hypoxia-related genes. Thus, either hypoxia in zone 3 or hyperoxia in zone 1 potentially induces ROS in the livers of offspring hemodynamically. Oxygen redistribution, such as hypoxia and hyperoxia, is considered a pathological trigger of NASH/HCC^69^. Drastic changes in the oxygen status during the fetal period and after birth may be the pathophysiological basis of maternal HFD-induced NASH/HCC in offspring. HORMAD1 expression indicates the presence of hypoxia or tissue ROS production in the liver, as well as in some cancers^70,71^. HORMAD1 might be a biomarker for NASH/HCC and a therapeutic target, especially for fetal programming of nutrition-related chronic diseases.

## Methods

### Experimental design

All animal experiments conformed to the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by the Research Center for Animal Life Science at Asahikawa Medical University. The animal experiments conformed to the protocols, including ethical treatment, reviewed and approved by the Institutional Animal Care and Use Committee of Asahikawa Medical University (IACUC Approval No. R3-108). The sample sizes for the animal studies were guided by a previous publication that studied the effects of maternal HFD consumption on NASH in offspring^72^. All mice were housed with free access to chow and water on a 12-h light/dark cycle. For timed mating, females that were breeding were checked for vaginal plugs every morning, and if present, the time point was set to day post-coitum (dpc) 0.5. Then, the female C57BL/6J mice were randomly divided into two groups fed either a control diet (CD; 4.3% kcal fat, 19.2% kcal protein, and 67.3% kcal carbohydrate, D12450J, Research Diets Inc., New Brunswick, NJ) or a high-fat diet (HFD; 60% kcal fat, 20% kcal protein, and 20% kcal carbohydrate; D12492, Research Diets Inc.) during gestation. During lactation, all dams were fed the control diet. Because of the lack of significantly different phenotypes of liver pathology between male and female offspring and the usage of MPHs from male mice, most of the data are presented from experiments using male offspring. We used littermates born to some dams from each CD and HFD group that gave birth to 6 or more offspring to exclude the effect of the number of offspring on growth. After weaning, the male offspring were fed the control diet, generating two groups: CD and HFD. At 15 weeks of age, male offspring were assessed for body weight, and FBS, HbA1c, NEFA, and ALT levels, as well as systolic blood pressure (SBP). We performed two series of studies. First, we performed histological and biochemical studies, including the detection of hypoxia, immunohistochemical staining, and western blots for HIF-1α and HODMAD1 levels in mouse tissue sections (CD; n = 16 offspring from 4 dams, HFD; n = 15 offspring from 4 dams). Second, we measured the liver volume, diameter of the umbilical vein and tissue density of fetal livers (CD; n = 4 offspring from one dam, HFD; n = 6 offspring from two dams) and the tissue density of the livers of offspring at 7 days (CD; n = 7 offspring from 4 dams, HFD; n = 9 offspring from 4 dams), 4 weeks (CD; n = 6 offspring from 3 dams, HFD; n = 9 offspring from 4 dams) and 15 weeks (CD; n = 17 offspring from 7 dams, HFD; n = 11 offspring from 5 dams) of age using synchrotron-based phase-contrast micro-CT imaging at SPring-8. We performed the histological examination and micro-CT imaging using synchrotron radiation of 33-week-old offspring of HFD-fed dams to explore the malignant potential of this mouse model.

### Histological analysis

Three-micrometer-thick paraffin-embedded liver tissues and fetuses were stained with hematoxylin and eosin and Masson’s trichrome (blue = collagens; red = erythrocytes and cytoplasm; dark purple/black = nuclei). The stained sections or fetuses were observed and visualized using a light microscope system (BZ-8100; Keyence, Osaka, Japan. https://www.keyence.com).

### Immunohistochemistry

Immunohistochemical staining was performed as previously described^52,73^. Briefly, formalin-fixed sections were deparaffinized and then microwaved at 100 °C for 30 min to retrieve antigens. Sections were incubated with 3% hydrogen peroxidase for 10 min to block endogenous peroxidase activity. Then, the specimens were incubated overnight with the primary antibodies, rinsed with PBS, and subsequently incubated with ENVISION + (Dako, Carpinteria, CA) for 30 min. The reactions were visualized with 3,3′-diaminobenzidine tetrahydrochloride after 1–3 min, revealing brown staining. The cell nuclei were then counterstained with hematoxylin. Immunohistochemistry was performed with a rabbit polyclonal anti-HIF-1α antibody (1:400) (NB100-479, Novus Biologicals, Centennial, CO, USA), a rabbit polyclonal anti-HORMAD1 antibody (1:400) (28719-1-AP, Proteintech Group, Inc., Rosemont, IL, USA), and an anti-cytokeratin 19 (CK19) antibody (provided by Dr. Atsushi Miyajima, Institute for Quantitative Biosciences, The University of Tokyo, Tokyo, Japan). The stained sections were observed and visualized using a light microscope system (BZ-8100; Keyence). Quantification of immunohistochemical images was performed with Fiji Image J (US National Institutes of Health, Bethesda, MD, USA, imagej.net/Fiji, v.1.52) as described in the previous study^52^.

### Detection of liver hypoxia

After pimonidazole, a 2-nitro-imidazole, is delivered in vivo*,* it binds to thiol groups of proteins in tissue with oxygen tensions less than 10 mmHg, which can be detected using commercially available anti-pimonidazole antibodies^74^. For the detection of hypoxic conditions in mice, pimonidazole (60 mg/kg, CAS# 70132-50-2, Cayman Chemical Company, Ann Arbor, MI, USA) was injected intraperitoneally 1 h before the animals were euthanized^74^. Staining was performed using Hydroxyprobe (Pharmacia International, Belmont, MA, USA) according to the manufacturer’s instructions^75^. The stained sections were observed and visualized using a light microscope system (BZ-8100; Keyence).

### Microarray

The microarray was performed as described in a previously published study^76^. Total RNA was extracted with an RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Cyanine-3 (Cy3)-labeled cRNA was prepared from 0.2 µg of RNA using the Low Input Quick Amp Labeling Kit (Agilent) according to the manufacturer’s instructions, followed by RNAeasy column purification (Qiagen). Dye incorporation and the cRNA yield were assessed with a NanoDrop ND-1000 spectrophotometer. Cy3-labeled cRNA (0.6 µg, specific activity > 25.0 pmol Cy3/µg cRNA) was fragmented at 60 °C for 30 min in a reaction volume of 25 µl containing 1 × fragmentation buffer (Agilent) and 2 × blocking agent (Agilent) according to the manufacturer’s instructions. Upon completion of the fragmentation reaction, 25 µl of 2 × GE Hybridization Buffer HI-RPM (Agilent) were added to the fragmentation mixture and hybridized to a SurePrint G3 Mouse GE microarray 8 × 60 K Ver. 2.0 (G4858A #74809, Agilent Technologies) for 17 h at 65 °C in a rotating Agilent hybridization oven. After hybridization, microarrays were washed for 1 min at room temperature with GE Wash Buffer 1 (Agilent) and for 1 min with 37 °C GE Wash buffer 2 (Agilent) and then dried immediately. Microarray slides were scanned immediately after washing using the Agilent DNA Microarray Scanner (G2539A) with the one color scan setting for 1 × 60 K array slides (scan area 61 × 21.6 mm, scan resolution 3 µm, dye channel set to green, and green PMT set to 100%). The scanned images were analyzed with Feature Extraction Software 11.0.1.1 (Agilent) using the default parameters (protocol AgilentG3_GX_1Color and grid: 074809_D_F_20150624) to obtain background-subtracted and spatially detrended processed signal intensities. Data were normalized and filtered with three filters using GeneSpring software 12.1 (Agilent Technologies. https://www.agilent.com). Briefly, the raw data were normalized to their 75th percentile values. In the first filter, when the value of a probe was lower than the 20th percentile value in any sample, the probe was excluded. In the second filter, when the flag of a probe was compromised in any sample, the probe was excluded. In the last filter, when the value (log scale) of CV was greater than 50% under both conditions, the probe was excluded. After filtering, control probes were excluded, and log scale values were transformed into normal scales. The microarray data have been deposited in the Gene Expression Omnibus (GEO) database under number GSE183360.

Data are presented using GeneSpring software 12.1 (Agilent Technologies. https://www.agilent.com).

### Western blotting

Total cellular extracts from mouse liver tissues and mouse primary hepatocytes were prepared as described previously^75^. Western blotting was conducted using 4–12% Novex NuPAGE Tris–glycine gels (Invitrogen) for HIF-1α and HORMAD1 (Proteintech Group, Inc.) under reducing conditions. After the proteins were transferred onto Hybond-P PVDF membranes (Amersham Biosciences Co., Piscataway, NJ, USA), the membranes were incubated with a rabbit polyclonal anti-HIF-1α antibody at a dilution of 1:500 (NB100-479, Novus Biologicals USA) or a rabbit polyclonal anti-HORMAD1 antibody (28719-1-AP, Proteintech Group, Inc., Rosemont, IL, USA) at a dilution of 1:1000 at 4 °C overnight, followed by an incubation with a peroxidase-conjugated secondary antibody (dilution 1:50,000) (Amersham), and visualized with an enhanced chemiluminescence (ECL) system (Amersham ECL Prime). For loading controls, the same membranes were stripped and reprobed with a β-actin antibody at a dilution of 1:5000 (A5316, Sigma–Aldrich, St. Louis, MO, USA). As the levels of β-actin were affected by hypoxia exposure, PVDF membranes were stained with a Coomassie brilliant blue solution (CBB, 0.1% R250, 25% isopropanol, 10% acetic acid) solution for 5 min and washed with double-distilled water to confirm equal protein loading^77^. The protein intensities of the HIF-1α and HORMAD1 bands were processed using ImageJ software for densitometry analysis.

### Isolation and culture of MPHs

MPHs were isolated from 8-week-old male C57BL/6J mice using previously described methods^78^. The viable hepatocyte population was further purified by Percoll gradient centrifugation. Freshly isolated primary hepatocytes were plated in collagen-coated 6-well plates (IWAKI, Tokyo, Japan) at a density of 5 × 10^5^ cells per well and cultured with high-glucose Dulbecco’s modified Eagle’s medium (DMEM) (Gibco, 11965092, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum, insulin-transferrin-selenium supplement (Gibco), 10^–7^ M dexamethasone (Sigma–Aldrich, Inc., St. Louis, MO) and antibiotics. Cells were allowed to adhere overnight before switching to fresh medium and were exposed to reagents under normoxic (21% O_2_) or hypoxic (1% O_2_) conditions for 24 h before being harvested for experiments, as previously described^75^.

### Quantitative RT-PCR

Total RNA was extracted from mouse livers and primary hepatocytes from each group using an RNeasy mini kit (Qiagen, CA) according to the manufacturer’s instructions. cDNA synthesis was performed with a High-Capacity cDNA Reverse Transcription Kit with RNase Inhibitor (Applied Biosystems, Carlsbad, CA). Each cDNA sample was analyzed for gene expression using quantitative real-time PCR with a fluorescent TaqMan 57-nuclease assay and a sequence detection system (Prism 7300, Applied Biosystems, CA). TaqMan real-time PCR was performed using 2 × TaqMan Master Mix and 20 × assay-on-demand TaqMan primers and probes (Applied Biosystems, Thermo Fisher Scientific, Foster City, CA). The analysis was performed with ABI Prism 7300 SDS software (version 1.4.1, Applied Biosystems, https://www.thermofisher.com/jp/ja/home/technical-resources/software-downloads/applied-biosystems-7300-real-time-pcr-system.html). Unlabeled specific primers were purchased from Applied Biosystems to detect the mouse *Hif1α* gene (assay ID: Mm00468869), mouse *Hif2α* (assay ID: Mm01236112_m1) mouse *Hormad1* gene (assay ID: Mm00471448) and mouse ribosomal protein lateral stalk subunit P0 (*Rplp0*) gene (assay ID: Mm 00,725,448). After an initial incubation for 2 min at 50 °C and 10 min at 95 °C, the samples were cycled 55 times at 95 °C for 15 s and 60 °C for 1 min. For the quantitative analysis, the cDNA content of each sample was normalized to the levels of the housekeeping gene *Rplp0* using the comparative CT method.

### Immunocytochemistry

Primary hepatocytes were cultured on collagen type 1-coated four-chamber glass slides (BD Biocoat Collagen I, BD Biosciences, Bedford, MA, USA). After an overnight incubation under normoxic or hypoxic conditions, the cells were fixed with 100% ethanol for 10 min and incubated with a rabbit polyclonal anti-HIF-1α antibody (1:400) and a rabbit polyclonal anti-HORMAD1 antibody (1:400) at 4 °C overnight. Then, the cells were rinsed with PBS and subsequently incubated with a horseradish peroxidase-labeled polymer-conjugated secondary antibody (Envision, Dako, Carpinteria, CA) for 30 min at room temperature. The reactions were visualized with 3,3′-diaminobenzidine tetrahydrochloride after 2–3 min, revealing brown staining. The stained sections were observed and visualized using a light microscope system (BZ-8100; Keyence).

### siRNA transfection

Lipofectamine RNAiMAX transfection reagent (Thermo Scientific) was mixed with siRNAs (Dharmacon, ON-TARGETplus siRNA, Horizon Discovery, a PerkinElmer company, Cambridge, GB, Supplementary Table 2) in Opti-MEM reduced serum medium (Gibco) according to the manufacturer’s instructions, and cells were used in experiments 24 h later.

### Liver sample preparation for the synchrotron radiation micro-CT analysis

The contrast medium was prepared using a previously published protocol^79^. Briefly, the contrast medium consisted of 40% wt/vol (in distilled water) BaSO_4_ and 8% wt/vol gelatin. The abdomen and thorax were cut by creating a midline incision extending from the pubic symphysis to the jugulum under anesthesia. Three hundred units of heparin were injected into the beating left ventricle of the heart using a 24-gauge catheter. The right atrium was then cut, and the mouse was perfused first with 42 °C prewarmed heparinized saline (100 IU/ml heparin in 0.9% NaCl) and then with contrast medium (42 °C). Immediately after perfusion, cold saline (< 4 °C) was gently poured into the abdominal cavity. The mouse was carefully placed in an ice bucket for 10 min to solidify the contrast medium. Thereafter, the liver, which was filled with contrast medium, was removed and stored in a freezer. The sample exclusion criteria were determined before the CT scan for technical failures, such as misinjection of the contrast medium in the left ventricle or insufficient perfusion.

### Imaging of liver samples

Samples were visualized using the synchrotron micro-CT system in BL20B2 at SPring-8^79^ (Supplementary Fig. 5A). The synchrotron radiation beam is produced by deflecting the electron beam with a bending magnet, and the flux is much higher than that of laboratory X-ray sources. The X-ray was monochromatized with a Si (111) double crystal monochromator, and the beam then irradiated the samples. As the X-ray beam was approximately parallel, each horizontal line corresponded to a slice position along the rotation axis, and images of multiple slices (the slice pitch was equal to the pixel size, namely, the “cubic voxel”) were easily obtained in one rotation (3D-CT).

A high-resolution image detector (Beam monitor 5 and ORCA-Flash4.0; Hamamatsu Photonics, Hamamatsu, Japan) was used for radiographic imaging^80^. The format of the 3D image was 2048 × 2048 × 1320 pixels, with cubic voxels of 15.5^3^ μm^3^ (3.72 × 10^−6^ mm^3^). The scintillator, which converts the X-ray beam to visible light, was a 25-μm layer of GADOX (Gd_2_O_2_S: Tb^±^, P43). The X-ray energy was 37.6 keV, and the exposure time per projection was 100 ms.

For each sample, 1800 radiographic images were acquired over an angular range of 0°–180° within 3 min. In this study, the liver sample was placed on the rotating stage in an insulated chamber with double Kapton and Styrofoam walls and then scanned while the cryogenic temperatures were maintained using dry ice. After scanning, we reconstructed the CT images from the radiographic images using a conventional tomography algorithm and convolution back projection.

### X-ray phase tomography using a grating interferometer

X-ray phase tomographic measurements were performed at bending magnet beamline BL20B2 in SPring-8, Hyogo, Japan. An X-ray grating interferometer composed of a phase grating G1 and an absorption grating G2 was used to retrieve phase information (Supplementary Fig. 5B). The principle of the grating interferometer is described elsewhere^81^. The X-ray grating interferometer was set between a sample and an X-ray imaging detector, as shown in Supplementary Fig. 5B. G1 was composed of nickel with a pattern thickness of 3.53 μm, which was designed to generate a π/2 phase shift at an X-ray energy of 20 keV. G2 was composed of gold and its pattern thickness was greater than 20 μm. The grating pitch in both gratings was 2.4 μm. The distance between G1 and G2 was defined by the fractional Talbot distance. The 5th-order fractional Talbot distance (*p* = 5/2) was chosen as an interferometric condition. The fractional Talbot distance depended on the Talbot order *p*, the grating pitch and the X-ray energy. In this experimental setup, the fractional Talbot distance was calculated to be 232 mm. In preparation for the tomographic measurement, a sample was placed in a designated cylindrical container made of polypropylene with inner and outer diameters of 12 mm and 13 mm, respectively. When placing the sample in the container, an agarose gel with a concentration of 2% was used to fix the sample in the container. The sample in the container was measured within a specially designed water cell filled with pure water to avoid strong artifacts due to the drastic phase shift at the outer wall of the container. A visible light conversion-type X-ray imaging detector was used to detect projection images. It was composed of an AA60 beam monitor with a P43 scintillator (Hamamatsu Photonics) and a C13949-50U high-definition CMOS camera (Hamamatsu Photonics). In this case, the effective pixel size and the effective field of view were 3.47 μm and 14.2 mm in width, respectively. In the X-ray phase tomographic measurement, the number of projections was set to 1200 during a sample rotation of 180°. At each projection, a 5-step fringe scan method was used to calculate a differential phase image. Then, the differential phase image was integrated along the horizontal direction to generate a phase image. A phase tomogram was reconstructed from 1200 phase images using the conventional filtered back projection method.

### Estimation of the mass (tissue) density

The mass density *ρ* (g/cm^3^) is proportional to the phase factor *δ* in the X-ray refractive index, as shown in the following equation:

1 $$\delta =\frac{{\lambda }^{2}{r}_{e}{N}_{A}}{2\pi }\frac{Z}{M}\rho ,$$

where λ is the X-ray wavelength, *r*_e_ is the classical electron radius, *N*_*A*_ is Avogadro’s constant, and *Z/M* is the ratio of the number of electrons to the molecular weight of the sample. In most soft tissues, *Z/M* is assumed to be 0.55 (NIST: X-ray mass attenuation coefficients—Table 2. https://physics.nist.gov/PhysRefData/XrayMassCoef/tab2.html). The difference in the X-ray refractive index *Δδ* between the sample and water can be obtained from X-ray phase tomography^82^. Therefore, the difference in the density *Δρ* between the sample and water can also be estimated using Eq. (1). Finally, the mass density ρ of the sample is estimated from *Δρ* + *ρ*_*water*_ (= 1.0 g/cm^3^).

### 3D modeling of the liver and intrahepatic vessels and quantitative data processing

The computed tomography data from each mouse fetus were uploaded to advanced 3D image processing and quantification software (Amira, version 5.4.3, Thermo Fisher Scientific, MA. https://www.thermofisher.com), and extraction was performed using color contrast. The sample sizes were guided by a previous publication using synchrotron X-ray^83^. Liver and hepatic vessels were extracted from all mouse fetuses. The volume of the extracted liver was derived by forming multiple tetrahedrons with the center point as the apex in Amira. Intrahepatic blood vessels were extracted from the umbilical vein just before they entered the liver and branched. The blood flow rate was determined by deriving the vessel diameter, which is proportional to the multiplier of the vessel diameter according to Murray’s law^47,84^. For this purpose, we used an open-source toolkit (Vascular Modelling Toolkit, version 1.4.0, VMTK, www.vmtk.org) to derive the vessel diameter semiautomatically. The liver vessel tree geometries were clipped at the side branches such that the main vessel remained to reduce the computational cost (Supplementary Fig. 5C). The images were created using 3D image software (Amira).

### Statistics

The sample sizes for the animal studies were guided by a previous publication^85^. Values obtained from MPHs are presented as the means ± standard deviations (SD), and they are representative of at least three independent experiments. All measured variables from the synchrotron radiation micro-CT imaging were log(e) transformed for all statistical analyses. The significance of the differences between groups was determined using unpaired Student’s *t test*s and one-way repeated-measures ANOVA with Bonferroni’s post hoc tests for multiple comparisons as needed. Welch’s corrections were used when the variances between groups were unequal. Fisher’s exact test was used for categorical data. Nonparametric analyses of histological scores were conducted using a Kruskal–Wallis test with the unpaired, nonparametric Mann–Whitney *U* test as a post hoc analysis. *p* values < 0.05 were considered significant. Pearson’s correlation analysis was performed to analyze the association between two variables using GraphPad Prism ver. 6.0 software (GraphPad, San Diego, CA. https://www.graphpad.com). The other statistical analyses described above were performed using SPSS ver. 24 (SPSS, Chicago, IL. https://www.ibm.com/products/spss-statistics).

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

# Supplementary material for: A maternal high-fat diet induces fetal origins of NASH-HCC in mice
**Source:** Sci Rep. 2022 Jul 30;12:13136. doi: 10.1038/s41598-022-17501-8

**Supplementary Data**

**A maternal high-fat diet induces fetal origins of NASH-HCC in mice**

Takao Takiyama^1^, Toshihiro Sera^2^, Masanori Nakamura^3^, Masato Hoshino^4^, Kentaro Uesugi^4^, Shin-ichi Horike^5^, Makiko Meguro-Horike^5^, Ryoichi Bessho^1^, Yuri Takiyama^1^, Hiroya Kitsunai^1^, Yasutaka Takeda^1^, Kazuki Sawamoto^1^, Naoto Yagi^4^, Yuji Nishikawa^6^, Yumi Takiyama^1*^

**Supplementary Table 1. Laboratory data of offspring from CD- and HFD-fed dams at 15 weeks of age.**

| Offspring | |  | FBS (mg/dl) | HbA1c  (mmol/  mol) | HbA1c  (%) | ALT  (IU/l) | NEFA  (μEq/l) | BW  (g) | SBP  (mmHg) | Food (g/day) |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CD | Mean | | 74.0 | 15.52 | 3.6 | 17.0 | 608.0 | 21.98 | 100.0 | 2.33 | |
| n=5~7 | SD | | 17.0 | 4.84 | 0.44 | 4.20 | 66.61 | 0.90 | 11.54 | 0.97 | |
| HFD | Mean | | 52.9 | 8.65 | 2.9 | 27.7 | 911.0 | 22.55 | 98.2 | 3.45 | |
| n=7 | SD | | 8.71 | 3.67 | 0.34 | 5.96 | 242.38 | 1.82 | 7.69 | 0.54 | |
| P-value |  | | 0.012 | 0.011 | 0.011 | 0.002 | 0.016 | 0.476 | 0.735 | 0.027 | |

BW: body weight (g), FBS: fasting blood glucose (mg/dl), HbA1c: hemoglobin A1c (IFCC: mmol/mol, NGSP; %), ALT: alanine aminotransferase (IU/l), NEFA: nonesterified fatty acids (μEq/l), SBP: systolic blood pressure (mmHg), food: food intake (g/day). Values shown represent the mean and standard deviation (SD). The significance of the differences between groups was determined by unpaired Student’s *t*-tests. Welch’s corrections were used when the variances between groups were unequal.

**Supplementary Table 2. HORMAD1 associated cancers.**

| Reference | Cancer | Samples | Observations |
| --- | --- | --- | --- |
| Aung *et al* ^27^ | Gastric cancer | Gastric cancer specimens | HORMAD1 was over expressed in >45% of gastric cancers |
| Watkins *et al.* ^28^ | Triple Negative Breast Cancer (TNBC) | 142 frozen microdissected primary invasive TNBCs Breast cancer cell lines | *HORMAD1* as a driver homologous recombination deficiency in TNBC |
| Zong *et al*.^29^ | Triple Negative Breast Cancer | 640 TNBC samples Breast cancer cell lines | HORMAD1 promotes docetaxel resistance in triple negative breast cancer by enhancing DNA damage tolerance |
| Nichols *et al.*^30^ | Lung cancer | Non-Small Cell Lung Cancer cell lines Xenograft experiments | HORMAD1 specifies resistance to oxidative stress |
| Liu *et al.*^31^ | Lung cancer | 91 Lung adenocarcinoma tissues Lung cancer cell lines Xenograft experiments | HORMAD1 mediates EMT to promote tumor growth and metastasis |
| Liu *et al*.^32^ | Ovarian cancer | Ovarian cancer cell lines | HORMAD1 disrupts nuclear localization of MCM8-MCM9 complex and compromises DNA mismatch repair. |
| Shahzad *et al.*^33^ | Ovarian cancer | Ovarian cancer cell lines 90 frozen samples from patients | *HORMAD1* siRNAs results in significantly reduced VEGF protein levels and microvessel density |

| **Supplementary Table 3: Catalog numbers and sequences of siRNAs used in this study.** |
| --- |

|  |  |
| --- | --- |
|  | |
|  | |
|  | |

The negative control was a pool of four siRNAs designed for minimal targeting of mouse genes (ON-TARGETplus nontargeting control pool). All siRNAs were Dharmacon ON-TARGETplus siRNAs (Horizon Discovery, a PerkinElmer company, Cambridge, GB).

**Supplementary Figure legends**

**Supplementary Figure 1.** Maternal high-fat diet (HFD) does not affect the weight gain in offspring. Weight was measured from weaning at 4 weeks to 14 weeks in male offspring of CD-fed dams (CD) or HFD-fed dams (HFD). The significance of differences between groups was determined using two-way repeated-measures ANOVA with Bonferroni’s multiple comparison post hoc tests. *P*-values <0.05 were considered significant. There is no interaction between the groups and the time (*p*>0.05). The body weight of offspring from the HFD-fed dams dose not differed from that of offspring from CD-fed dams (p>0.05).

**Supplementary Figure 2.** A maternal high-fat diet (HFD) causes NASH in C57BL/6N offspring at 15 weeks of age. Hematoxylin and eosin staining showing microvesicular hepatic steatosis in the livers of 15-week-old C57BL/6N male offspring from HFD-fed dams (top panel). **(A)** Atypical cells accompanied by oval cell proliferation. **(B)** Large and thick hepatic arteries. **(C)** Atypical cells accompanied by large nuclei and eosinophilic cytoplasm in the livers of 15-week-old C57BL/6N female offspring from HFD-fed dams. **(D)** Large and thick hepatic arteries. Scale bars in the low magnification images: 300 μm. Scale bars in the high magnification images (A, B, C): 30 μm.

**Supplementary Figure 3.** Maternal HFD induced liver lesions independent of sex.

There is no difference in the occurrence of liver lesions between male or female offspring from CD- or HFD-fed dams in C57BL/6J. Fisher’s exact test was used for comparisons of male or female groups. *P*-values <0.05 were considered significant.　CD; 16 male offspring and 14 female offspring from 4 dams, HFD; 15 male offspring and 13 female offspring from 4 dams.

**Supplementary Figure 4.** Oval cell proliferation in hepatic tumors of offspring from HFD-fed dams. **(A)** Hematoxylin and eosin staining showing microvesicular hepatic steatosis and neoplastic tumors in the livers of 33-week-old C57BL/6J mice fed a HFD. The two panels below show magnified images of the sections identified by the squares in the top (solid line) and middle (dotted line) panels. **(B)** Many oval cells adjacent to the tumor **(**blue arrows). **(C)** High-power view of the area of oval cell proliferation in the liver. Scale bars in the top and middle panels: 300 μm. Scale bars in the lower panel: 30 μm.

**Supplementary Figure 5.** Synchrotron radiation micro-CT at Spring-8 (Hyogo, Japan). **(A)** The vascular structure of liver tissue samples was visualized using contrast medium and the synchrotron micro-CT system in BL20B2 at SPring-8. For each sample, 1800 radiographic images were acquired. The format of the 3D image was 2048 × 2048 × 1320 pixels. 1 pixel=15.5 μm. **(B)** X-ray phase tomography using a grating interferometer. A phase tomogram was reconstructed from 1200 phase images. The field of view was 14.2 mm in width. 1 pixel=3.47 μm. **(C)** 3D modeling of the intrahepatic vessels. 3-D image processing and quantification was achieved with Amira software (Thermo Fisher Scientific, MA. version 5.4.3, https://www.thermofisher.com), and extraction was done using color contrast. Intrahepatic blood vessels were extracted from the umbilical vein just before it entered the liver and branched. IVC: inferior vena cava, LPV: left portal vein, LHV: left hepatic vein, DV: ductus venosus, RHV: right hepatic vein, RPV: right portal vein, UV: umbilical vein.

**Supplementary Figure 1.**

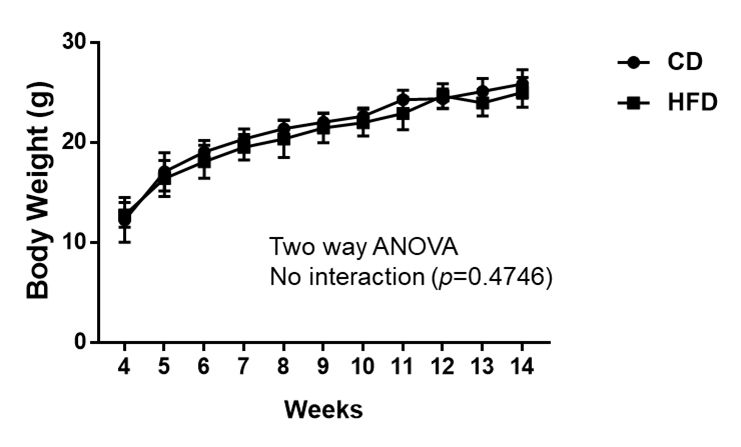

**Supplementary Figure 2.**

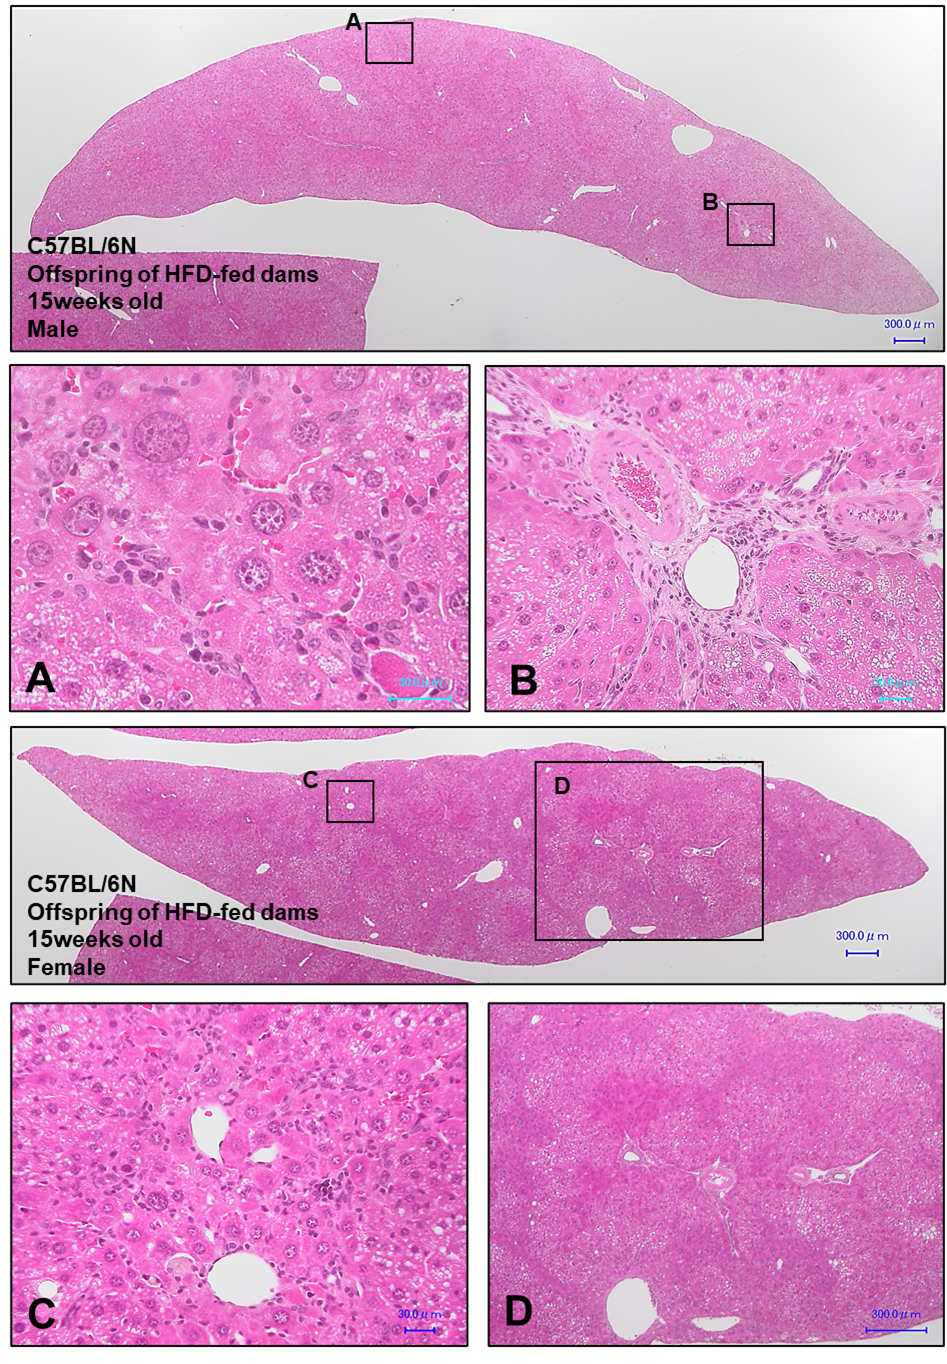

**Supplementary Figure 3.**

**
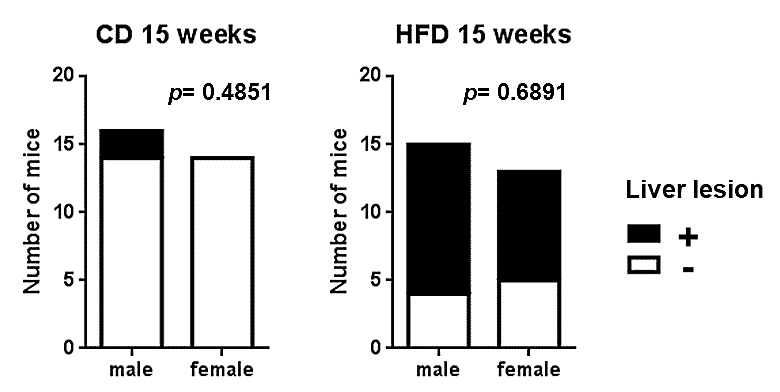
**

**
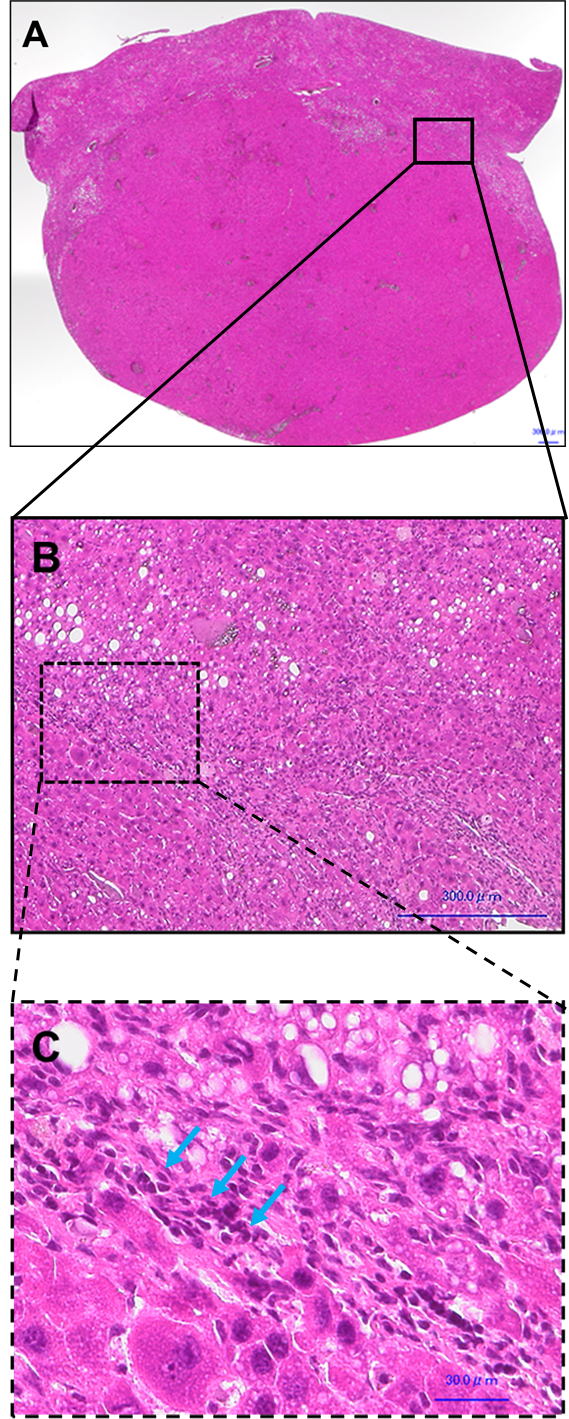
Supplementary Figure 4.**

**Supplementary Figure 5.**

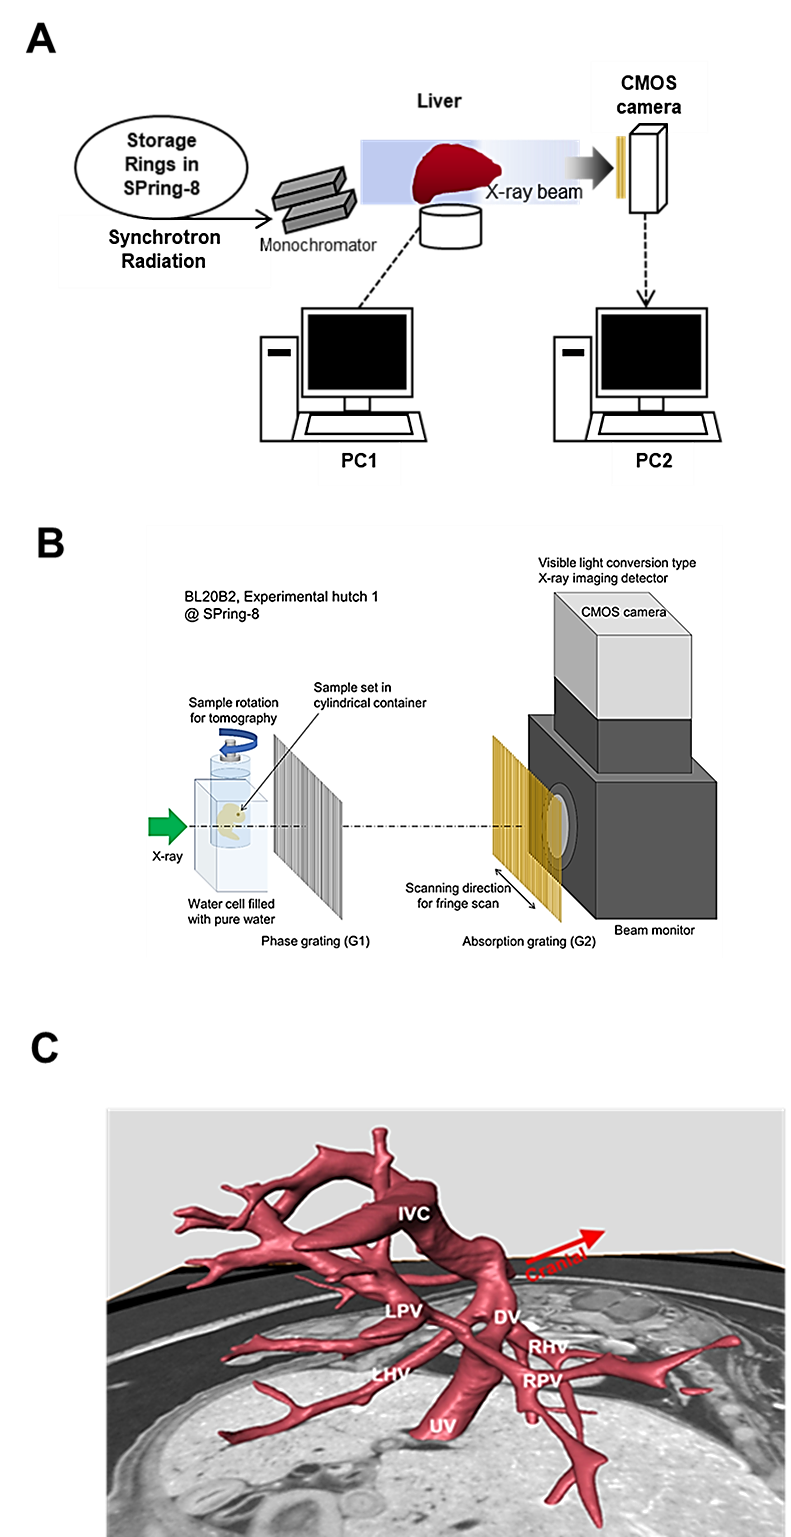

**Supplement:** Supplementary file 1 — Supplementary Information 1.

# Supplementary material for: A maternal high-fat diet induces fetal origins of NASH-HCC in mice
**Source:** Sci Rep. 2022 Jul 30;12:13136. doi: 10.1038/s41598-022-17501-8
**Supplement:** Supplementary file 2 — Supplementary Information 2.

**Figure legend.** Uncropped images for which boxed areas are shown in the panels B and D of Figure 3 and panels D of Figure 4. **(a)** HIF-1 $\alpha$ , HORMAD1 and  $\beta$ -actin were evaluated by immunoblot analysis of livers at 14.5dpc from 3 fetuses of CD-fed dams and 5 fetuses of HFD-dams. **(b)** HIF-1 $\alpha$ , HORMAD1 and  $\beta$ -actin were evaluated by immunoblot analysis of livers of 15 weeks old C57BL/6J male mice from 4 mice/group. **(c)** HIF-1 $\alpha$ , HORMAD1 and  $\beta$ -actin were evaluated by immunoblot analysis of mouse primary hepatocytes under normoxic or hypoxic conditions. The samples (standardized to 40  $\mu$ g of total cell lysates per lane) were analyzed on 4-12 %Tris-Glycine gel (Invitrogen) using HiMark™ Pre-stained protein standard (Invitrogen). After developing the HIF-1 $\alpha$ , the blot was stripped and re-probed for HORMAD1 and/or  $\beta$ -actin. To confirm the total protein level, after immunodetection, membrane was stained by Coomassie brilliant blue solution (CBB) . The total protein level was consistent in all samples.

a. HIF-1 $\alpha$ , HORMAD1 and  $\beta$ -actin of Figure 3B

HIF-1 $\alpha$

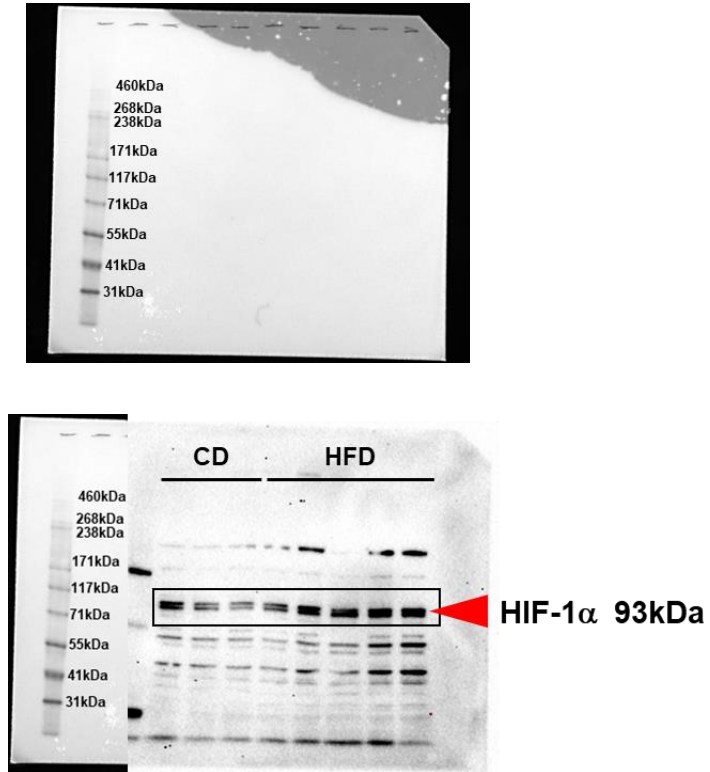

HORMAD1

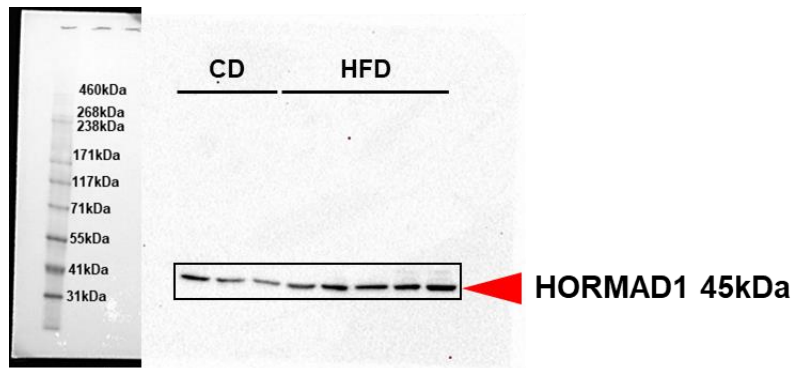

$\beta$ -actin

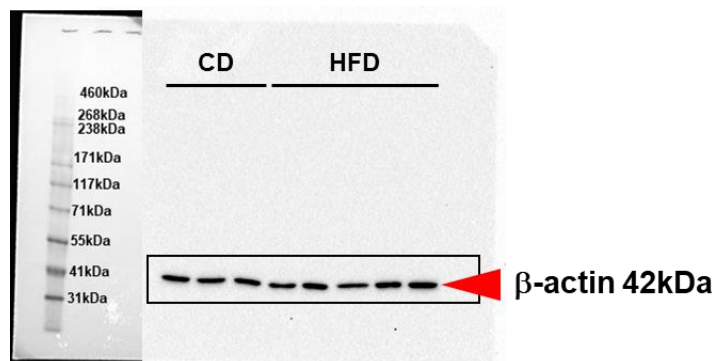

**b. HIF-1 $\alpha$ , HORMAD1 and  $\beta$ -actin of Figure 3D**

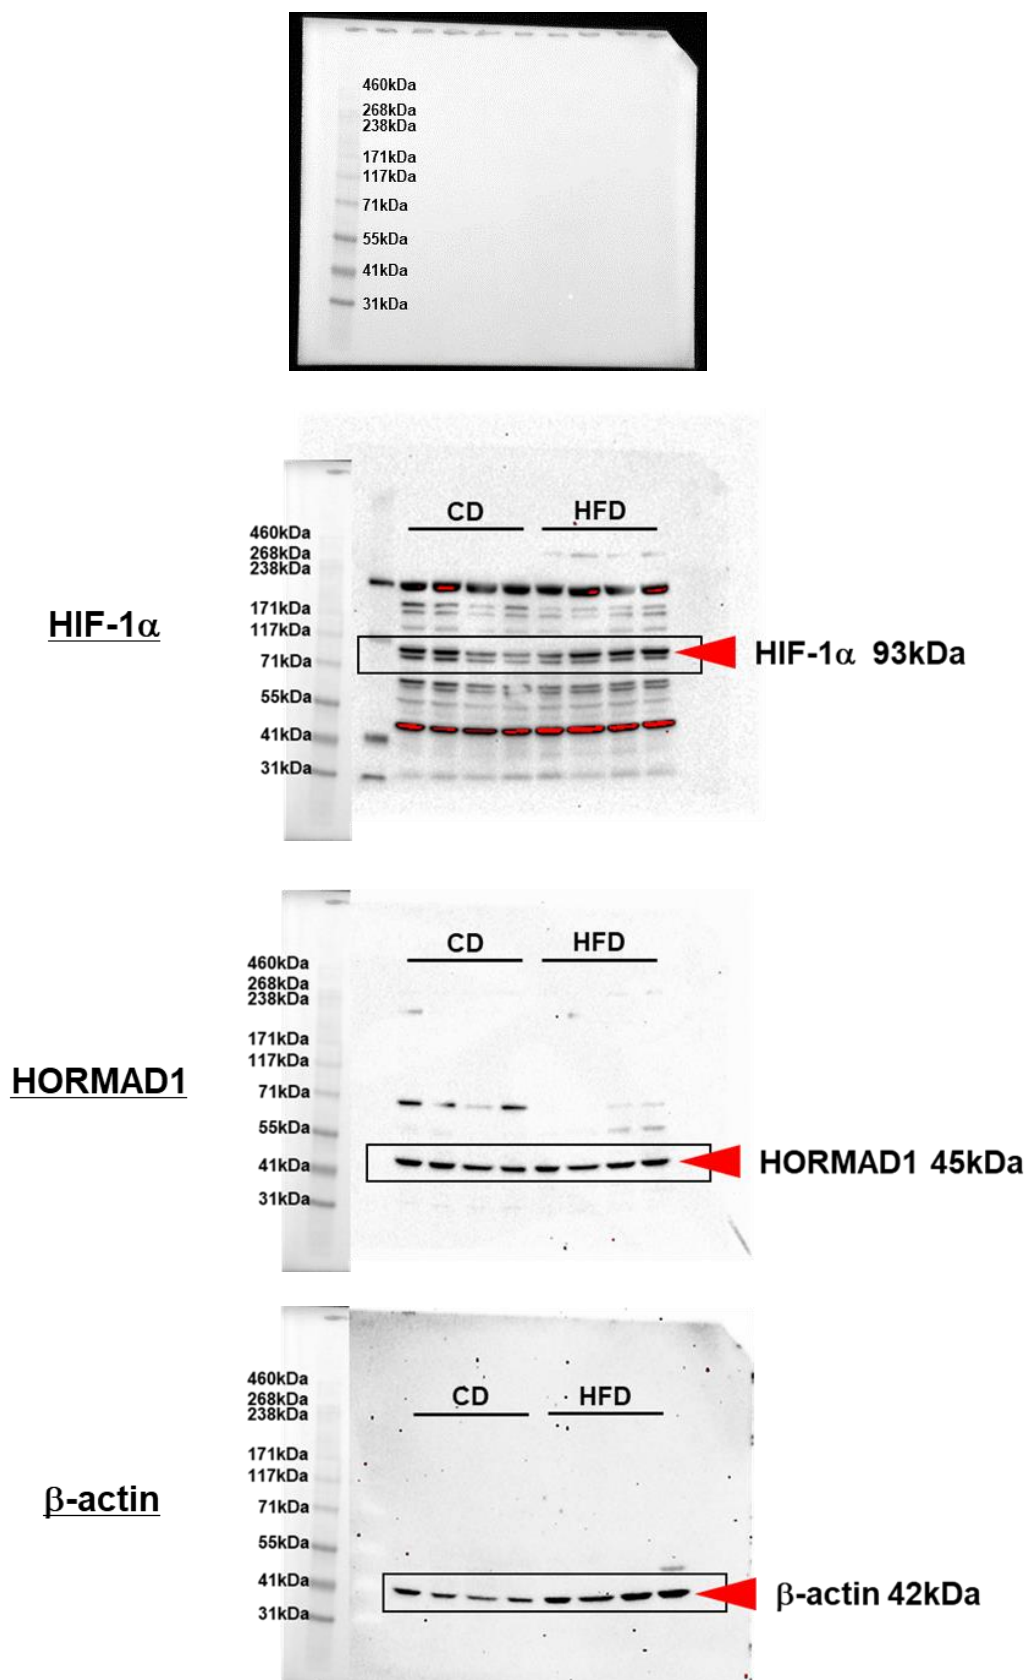

c. HIF-1 $\alpha$ , HORMAD1 and  $\beta$ -actin of Figure 4D

HIF-1 $\alpha$

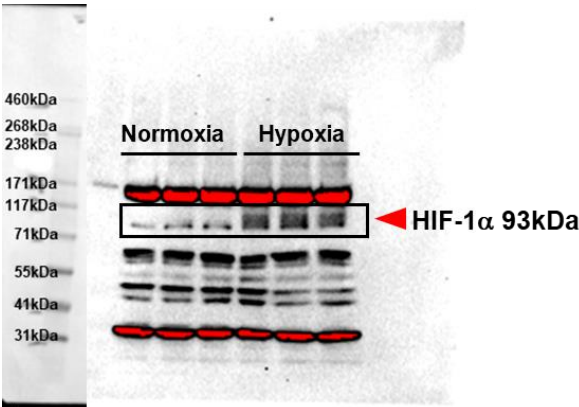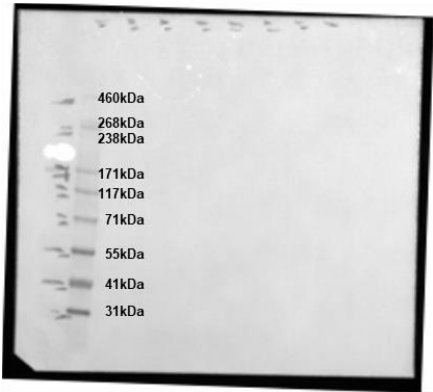

$\beta$ -actin

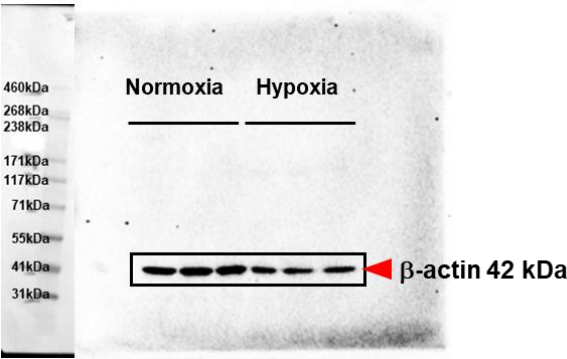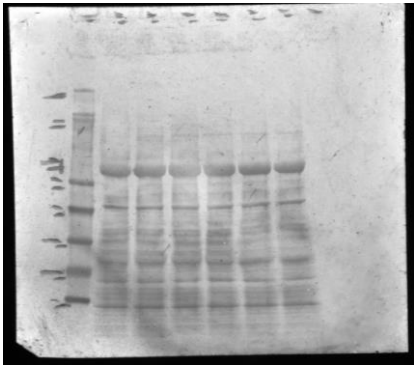

CBB stain

HORMAD1

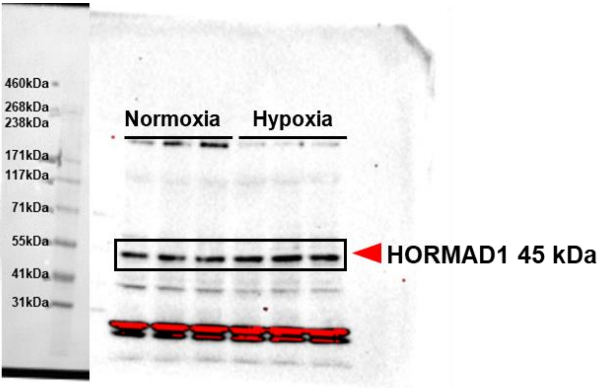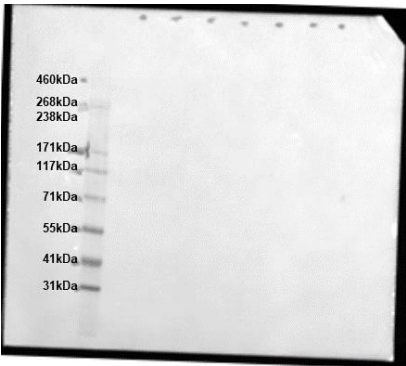

$\beta$ -actin

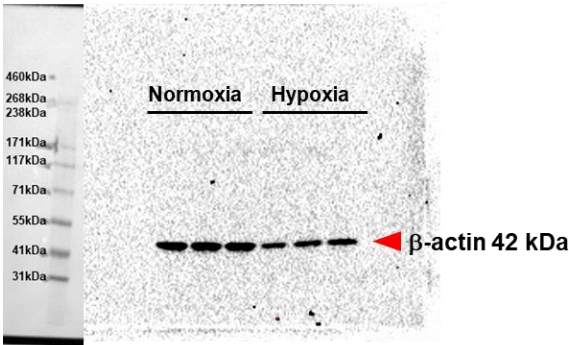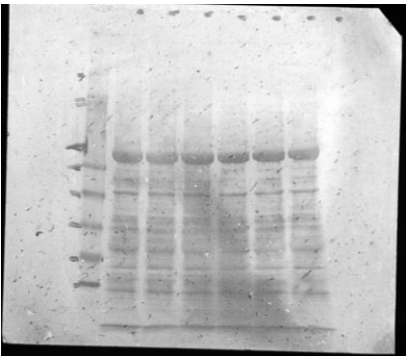

CBB stain

How the deposited data were processed for this re-analysis (not part of the article)

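Gene expression was measured in fetal livers at 14.5 dpc, with 2 arrays for fetuses of CD-fed dams and 2 for fetuses of HFD-fed dams. Groups and replicate numbers were taken from the sample labels, and age and diets from the paper. The authors hybridised Cy3-labeled cRNA to a mouse array, read the image with Feature Extraction, and deposited for each spot an intensity that had been background-subtracted and spatially detrended but not scaled between arrays. The files also hold the median brightness of each spot and its local background, and flags for outliers, saturation and signal well above background, which are scores of 0 or 1. The authors also deposited a table of normalized signal for 41471 probes. Set against the scanner values, each array's column of that table was the intensity divided by 1 constant (1068 and 702 for the CD arrays, 967 and 906 for the HFD arrays), within 0.1% for 100% of the 41171 probes with 1 spot.

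From the intensities, the log2 was taken, the spots of a probe were averaged after leaving out spots with an outlier flag, and the 75th percentile of the non-control probes of each array was subtracted. The filters were taken from the paper's methods as written: a probe was left out if it was under the 20th percentile on any array, if all its spots were flagged on an array, or if its CV was over 50% under both conditions. The paper's methods take the CV of a log scale value, and the linear scale was used here, with the CV of the log2 signal as an alternative. These filters do not give the set of probes in the authors' table: of its 41471 probes, 1685 were under the 20th percentile on an array and 488 had a linear CV over 50% under both conditions, and 39533 were tested here. Of the 40 entries of Table 1, the filters left out 30, of which 19 by the linear CV. The CV of the log2 signal left out 2 probes in all, and none of these 19. Probes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, HFD minus CD, all 4 arrays, no covariates), and the cutoffs were an unadjusted p of 0.05 and a fold change of 2, as drawn in Fig. 2, with Benjamini-Hochberg adjusted values beside them. The Statistics section of the paper names t-tests for the study as a whole and the paper's text does not name the test for the arrays. Values were prepared and plotted with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

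Probes were named by matching their transcripts to the RefSeq genes of assembly GRCm38.p6. In this way 32995 of 56605 probes were given 1 of 22911 gene symbols. No coordinates are given, since the array was designed on another build. The probe of each entry of Table 1 was taken by its transcript and, where there were several probes, by the log2 fold change in the deposited table, which for 39 of 40 entries equals that of Table 1 to the digits printed there.

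Gene lists were tested with camera at a preset correlation of 0.01, on the brightest probe of each gene. The 14 lists, written by hand from general knowledge, were trophoblast and decidua; developing brain and neurons; fetal germ cells and meiosis; gonad somatic cells, adrenal and steroidogenesis; kidney and mesonephros; gut, stomach and pancreas; hepatocytes and hepatoblasts; erythroid and other hematopoietic cells; hypoxia-induced genes; lipid synthesis and storage; lipid oxidation; bile secretion; DNA methylation and gene silencing in germ cells; and the prolactin family.

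The comparisons of the diets, the lists and the alternatives were fixed before the data were examined, while 2 tests of explanations, on Xist and on the share of liver cells, were added after the results were seen. So was the rule for the genes named in the text: every gene of Table 1 and every gene the paper names by expression, staining or mutation, the sex-linked transcripts Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, the 5 probes up and the 5 down with the largest change among those past the cutoffs whose groups did not overlap and which were well above background on both arrays of the higher group, and the 3 genes of each list with the highest mean signal. Nnt, which the paper names, had no probe matched, and a further gene under this rule is not reported here.

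The alternatives were quantile normalization, normexp background correction with an offset of 50, the deposited table, a signal floor of 5, other filters on dim probes, no CV filter, leaving out saturated spots, 1 probe per gene symbol, the methods' t-test with and without Welch's correction, the replicate number as a block, leaving out each array in turn, and for the lists fry, an estimated correlation, the mean over all probes of a gene, and the lists without the genes of Table 1. Normexp was planned on the mean brightness of each spot. It was run on the median brightness, because the mean is not among the columns used here. Slide and scan could not be run as a block, as there was 1 slide and 1 scan.

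The steps were tested on simulated data of 41332 probes with 2 arrays per group, 200 changed probes and 10 runs. At the cutoffs limma recovered 99.8% of the changed probes, with 217 unchanged probes past the cutoffs per run, and 94.3% at an adjusted p under 0.05. The methods' t-test recovered 95.7%, with 58.9 unchanged probes per run. A raised list was called by camera in 10 of 10 runs and by fry in 9, and 0 unchanged lists were called by camera. Noise was drawn independently for each probe and array, so that the simulated genes of a list were not correlated. In the data the estimated correlation ranged from 0.046 for the hypoxia list to 0.80 for the lipid oxidation list. The simulation therefore does not test the preset correlation of camera, or the adjusted p values, where genes are correlated.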

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

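The test on Xist and the test on the share of liver cells were chosen only after the result was seen.

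Genes of the trophoblast and decidua that the paper does not discuss were lower in the HFD group. Outside Table 1, 25 such genes had a median log2 fold change of -0.92 (camera adjusted p = 1.01e-12). Of these, 14 were lower on both HFD arrays than on both CD arrays. Chance gives 16.7% for a single gene, but genes that move together are not separate tests. The call rests on the preset correlation of camera, since fry gave an adjusted p of 0.473 and an estimated correlation 0.478. The median level of these genes, relative to the mean of each gene, was 0.41 and 1.13 on the CD arrays and -0.45 and -0.58 on the HFD arrays. The size of the fall thus rests more on CD replicate 2 than on CD replicate 1. The whole list of 43 genes, 18 of them in Table 1, had a median of -3.36 (adjusted p = 2.40e-33), or -2.85 with genes at their bound, and its adjusted p ranged from 8.49e-122 to 0.456 over the alternatives. In Table 1, 19 of the 20 entries that fell are in this list. Among the brightest genes of the list, Tpbpa had levels of 3.01 and 4.80 on the CD arrays and 1.00 and -1.01 on the HFD arrays, while Psg23 (log2 fold change -0.19) and Gcm1 (0.55) did not move beyond their spread and reversed without CD replicate 2 (0.13 and -0.13). Of the 25 genes, 17 were well above background on all 4 arrays and 10 are also in another list. A candidate explanation is placental tissue taken along with the livers of the CD group in amounts that differed between samples. Placental tissue would move genes of the list that were not picked on these arrays, as was measured. A change in transcription within the fetal liver under the maternal HFD was not tested and stays open.

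Genes of gonad somatic cells, adrenal and steroidogenesis were higher in the HFD group, with a median log2 fold change of 0.57 over 21 genes outside Table 1 (camera adjusted p = 0.000746) and 0.67 over all 23 (adjusted p = 3.54e-05). Genes of the kidney and mesonephros were also higher, with a median of 0.39 over 26 genes outside Table 1 (camera adjusted p = 0.00550) and 0.40 over all 27 (adjusted p = 0.00171). Both calls rest on CD replicate 2, since without it the adjusted p over all genes of the lists was 0.321 and 0.977, and both were lost under fry (adjusted p = 0.473 for each outside Table 1). Over the alternatives the adjusted p ranged from 5.69e-16 to 0.456 for the gonad list and from 3.64e-12 to 0.977 for the kidney list. All but 1 of the 21 gonad genes and all but 2 of the 26 kidney genes were well above background on all 4 arrays. The brightest genes had log2 fold changes of -0.31 for Foxl2, 0.44 for Fdx1 and 0.23 for Scarb1 in the gonad list, and 0.25 for Eya1, 0.00 for Cited1 and 0.18 for Aqp2 in the kidney list, and none passed the cutoffs. Foxl2 became 0.15 without CD replicate 2, and Cited1 (-0.36) and Aqp2 (-0.049) were lower without CD replicate 1. Relative to the mean of each gene, the median level was -0.12 and -0.69 on the CD arrays and 0.16 and 0.27 on the HFD arrays for the gonad list, -0.15 and -0.32 against -0.04 and 0.28 for the kidney list, and -0.12 and -0.23 against 0.15 and 0.00 for the germ cell list. Within the HFD group the lists did not move together, since 7 of 30 germ cell genes but 15 of 23 gonad genes and 20 of 27 kidney genes were higher on HFD replicate 2 than on HFD replicate 1. Germ cell genes, Hormad1 among them, and the genes of the gonad list were both higher in the HFD group. A candidate explanation is fetal gonad tissue in the HFD samples, with adjacent kidney or mesonephros. The rise of 0.57 is what that explanation needs. The gonad list also holds genes of the adrenal and steroidogenesis, so that its rise cannot tell gonad from adrenal tissue. Gonad tissue also leaves the unlike order of the lists on the HFD arrays unexplained. With HFD replicate 2 left out, the medians over all genes of the lists were 0.37 for the gonad and 0.16 for the kidney, beside 0.05 for all 17163 genes. Without CD replicate 2 the medians over all genes of the lists were 0.36 for the gonad (18 of 23 genes higher) and 0.34 for the kidney (18 of 27), beside 0.09 for all 17163 genes, so that a rise in size was left, but no call. Hypoxia of the fetal livers as the reason for the germ cell transcripts was tested through 39 hypoxia-induced genes, which had a median of 0.076 (camera adjusted p = 0.208), with 26 of them higher. Over the alternatives the adjusted p ranged from 0.0449 to 0.740, and the list was called only with normexp background correction (median 0.062). This median is too small and its genes too mixed to decide, and a change in transcription under the maternal HFD stays open as well.

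A lower share of liver cells in the CD samples would lower every list of other tissues in the HFD group. The kidney genes went the other way, with a median of 0.39 beside the fall of the trophoblast genes. This argues against that share as the whole reason, so far as the camera calls hold. Over all 27 kidney genes the median was smaller without HFD replicate 2, at 0.16.

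Genes of the gut, stomach and pancreas were lower in the HFD group, with a median log2 fold change of -0.15 over 29 genes (camera adjusted p = 0.0250). The median became 0.10 without CD replicate 1 and 0.06 without HFD replicate 1, and the adjusted p ranged from 3.49e-07 to 0.808 over the alternatives, so that the direction rests on single arrays. The brightest genes had log2 fold changes of 0.08 for Lgals4, -0.36 for Cpa1 and 0.12 for Cela1, and each changed direction when 1 array was left out (Lgals4 -0.25 without CD replicate 2, Cpa1 0.14 without CD replicate 1, Cela1 -0.0086 without HFD replicate 2). No explanation, technical or biological, was tested for this list.

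Transcripts of the Y chromosome were present on 2 of the 4 arrays, although the labels call all 4 samples female. All 7 probes of Ddx3y, Eif2s3y, Kdm5d and Uty were well above background on CD replicate 1 and HFD replicate 1, and 0 of 7 on CD replicate 2 and HFD replicate 2. Xist, which is made from an inactive X chromosome, had levels of -8.29 on CD replicate 1 and -6.84 on HFD replicate 1, and -0.65 on CD replicate 2 and -0.74 on HFD replicate 2. It was not well above background on the arrays with Y-linked transcripts. Measured against the lowest signal well above background there, its lowest level on the other arrays was at least 5.12 higher on the log2 scale. This is consistent with male fetuses behind 1 array of each group. The label could refer to the dam, which was not tested. Each group holds 1 array of either kind, so that this split does not follow the diet.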

How the results depend on the processing

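Every alternative was among those planned, and no test was chosen only after the result was seen. The number of probes past the cutoffs (121 higher, 197 lower) stayed within 1.5 times in both directions with quantile normalization (116 and 185), the deposited table (134 and 272), the signal floor (124 and 175), no CV filter and the CV of the log2 signal (118 and 219 in each), and the replicate block. Leaving out saturated spots removed no tested probe. It rose to 354 and 438 when the 20th percentile had to be passed in both arrays of at least 1 group, and to 385 and 460 with no filter on dim probes, where more dim probes are tested. It fell to 71 and 142 when probes had to be well above background in both arrays of at least 1 group, to 50 and 85 with 1 probe per gene symbol, where fewer probes are tested, and to 13 and 35 with normexp background correction, whose offset of 50 compresses the changes of dim probes. The methods' t-test called 41 and 56, and with Welch's correction 21 and 25; both estimate the spread of each probe from its own 4 values. With each array left out in turn, the number ranged from 190 to 843 higher and from 383 to 466 lower, with the lone array of a group assumed to vary like the other group. Probes higher in the HFD group were 38.1% of those past the cutoffs, against 27.1% with normexp background correction, 68.8% without CD replicate 1 and 50.4% without HFD replicate 1.

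After Benjamini-Hochberg adjustment limma called 0 probes, where 655 probes higher and 728 lower had an unadjusted p under 0.05 and the methods' t-test also called 0. The exceptions were 1 lower probe with normexp background correction and, with each array left out in turn, from 0 to 6 lower probes, the 6 without HFD replicate 1. The cause was not tested.

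The log2 fold change of Hormad1 kept its direction under each alternative that tested it. It had 2.04 and did not pass the cutoff with Welch's correction of the methods' t-test. It was not tested with normexp background correction, where the filter on dim probes left it out. Its rank by p among the higher probes, 1 with quantile normalization and with the deposited table, was 22 with the signal floor, 5 when the 20th percentile had to be passed in both arrays of at least 1 group, 4 with no filter on dim probes and 14 by the methods' t-test, and ranged from 1 to 21 with each array left out in turn. With Welch's correction it had no rank. The cause was not tested. The probes of the 40 entries of Table 1 had the sign of the table under every alternative run for them.

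The camera calls on the gene lists (7 of 14) became 0 under fry and 0 with an estimated correlation, by the construction of those tests, which allow for the correlation between genes. Under the other alternatives between 7 and 9 lists were called. With quantile normalization the medians of the hepatocyte list (-0.00062), the lipid synthesis list (-0.0056) and the DNA methylation list (-0.017) reversed. With each array left out in turn, medians that reversed ranged from -0.51 to 0.10 for the gut list, from -0.27 to 0.32 for hepatocytes, from -0.069 to 0.34 for erythroid cells, from -0.084 to 0.29 for lipid oxidation and from -0.014 to 0.34 for bile secretion. So did the log2 fold changes of 17 genes, none of them past the cutoffs with all 4 arrays. With each array left out in turn, these ranged from -0.18 to 0.032 for Epas1, from -0.51 to 0.47 for Krt19, from -0.60 to 0.057 and from -0.076 to 0.0014 for 2 probes of Vegfa, from -0.28 to 0.16 for Rplp0, from -0.51 to 0.13 for Psg23 and from -0.13 to 1.24 for Gcm1. They ranged from -0.89 to 0.022 for Stmn2, from -0.43 to 0.14 for Nes, from -0.63 to 0.0091 for Gap43, from -0.78 to 0.15 for Foxl2, from -0.36 to 0.36 for Cited1 and from -0.049 to 0.40 for Aqp2. They ranged from -0.29 to 0.46 for Lgals4, from -0.86 to 0.14 for Cpa1, from -0.0086 to 0.24 for Cela1, from -0.14 to 0.24 for Ldha and from -0.060 to 0.17 for Gapdh. Cited1 was also -0.094 with quantile normalization. The cause was not tested. Over the 14 lists and 36 tested probes of 32 genes named in the text, Hormad1 not among them, 744 comparisons with an alternative kept direction and call, 46 lost the call, 22 gained it and 36 reversed. Tpbpa is not among them because the CV filter left it out, and the sex-linked genes were not compared between the diets.

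With the replicate number as a block (replicate block), limma called 177 probes higher and 258 lower, the rank of Hormad1 was 3 and 9 lists were called, with those of bile secretion (adjusted p = 0.0133, range over the alternatives 0.00222 to 0.652) and DNA methylation (0.0204, range 0.000283 to 0.715) added. Without the genes of Table 1, the DNA methylation list was not called under the block (adjusted p = 0.382). The deviations of samples with the same number had a correlation of -0.10, and neither the paper nor the labels say that a number marks a shared litter or day. The number does follow the split by Y-linked transcripts and Xist, with the Y-linked transcripts on both arrays of number 1 and on neither of number 2, so that the block also takes out any difference between these arrays, such as one of fetal sex. A slide or scan block was not run, as all arrays share 1 slide and 1 scan.

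Signal over background limits the dim probes: 130 of the 318 probes past the cutoffs were not well above background on both arrays of either group, and their fold changes are not bounds.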

Differences from the paper's values

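No test here was chosen only after the result was seen. The paper's 146 upregulated and 284 downregulated genes were set beside counts of probes and of genes, since the paper's text does not say how probes of 1 gene were counted. By probes, 121 higher and 197 lower, and for the Hormad1 values, the difference is less than 1.5 times. By genes with a symbol, 64 were higher and 125 lower, and with each probe without a symbol added, 119 and 188. Of these, only the 119 lies within 1.5 times of the paper's value. Of the alternatives set before the data were examined, the higher genes with a symbol came within 1.5 times of the paper's when the 20th percentile had to be passed in both arrays of at least 1 group (151), with no filter on dim probes (166), under the replicate block (98), and without CD replicate 2 (126) or HFD replicate 2 (104). The lower genes with a symbol did so with the deposited table (190), the 20th percentile in both arrays of at least 1 group (240), no filter on dim probes (253), and without CD replicate 2 (240), HFD replicate 1 (233) or HFD replicate 2 (270). With the probes without a symbol added, the lower ones did so with the deposited table (260), no CV filter and the CV of the log2 signal (209 in each), the replicate block (248), and without CD replicate 1 (380) or HFD replicate 1 (425). Under the other alternatives these 3 counts did not come within 1.5 times of the paper's.

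The legend of Fig. 2D gives Hormad1 the lowest p value. Here 4 probes lower in the HFD group had a smaller limma p than Hormad1, and 8 did with the authors' deposited table; among the probes higher in the HFD group Hormad1 had the smallest p under both. Of the alternatives set before the data were examined, leaving out CD replicate 2 gave 0 probes past the cutoffs with a smaller p.

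Table 1 lists 40 entries as changed. Their log2 fold changes have the sign of the table in 40 of 40 cases. This is no separate check, since the entries and their probes were picked on these same arrays. Of the entries, 10 were tested and passed the cutoffs, while 30 were left out by the filters. With no CV filter, and likewise with the CV of the log2 signal, 29 were tested and 29 passed. With limma on the authors' deposited table, 40 of 40 passed. The deposited table also gave an unadjusted limma value for Hormad1 of 0.000616, beside the paper's 0.0006, while the methods' t-test on the values here gave 0.0132, and 0.0724 with Welch's correction.

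Fig. 2B lists bile secretion and DNA alkylation among the terms enriched in the upregulated genes. The lists written for them had adjusted p values of 0.0511 and 0.208 under camera. The bile secretion list was called under quantile normalization, normexp background correction, the 20th percentile in both arrays of at least 1 group, no filter on dim probes, the replicate block, the mean over all probes of a gene, and without CD replicate 2 or HFD replicate 1. The DNA methylation list was called under no filter on dim probes, the replicate block and without HFD replicate 2.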

Other observations

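No test in this part was chosen only after the result was seen, but the test on dim signal was read as undecided only after its value was seen. Genes of the developing brain and neurons fell in the HFD group with a median log2 fold change of -0.69, and none of them is in Table 1. Their median level, relative to the mean of each gene, was 0.63 and 0.12 on the CD arrays and -0.62 and -0.11 on the HFD arrays. Of the 43 genes, 33 were well above background on all 4 arrays. The brightest, Stmn2, Nes and Gap43, had log2 fold changes of -0.43, -0.15 and -0.31, which became 0.022 and 0.14 for Stmn2 and Nes without CD replicate 1 and 0.0091 for Gap43 without HFD replicate 1. A candidate explanation is neural tissue in the CD samples, which would lower such genes as a set. The call is lost under fry and with an estimated correlation (adjusted p = 0.398 and 0.456), and over the alternatives the adjusted p ranged from 1.50e-63 to 0.456. A change in nerves or transcription within the liver was not tested.

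Whether the number of probes past the cutoffs exceeds that of an arbitrary grouping was tested by splitting the 4 arrays in the other ways. The diets gave 318 probes, CD replicate 1 with HFD replicate 1 against the others gave 342, and CD replicate 1 with HFD replicate 2 against the others gave 455. All 3 of the 3 splits gave as many, and with so few splits chance cannot be excluded. The split that gave 342 is also the one that parts the arrays with Y-linked transcripts from those without. Dim signal as the source of the calls was tested with the filter on background, which lowered their number 1.49 times, just under the limit of 1.5 set for this test; for the higher probes alone the number fell from 121 to 71, which is past that limit. Of the 318 probes, 188 were well above background on both arrays of a group. The test decides nothing, as 1 filter gave a value so close to the limit, and signal strength and diet cannot be told apart for the other 130.

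The paper reports hypoxia-related proteins in other samples. On these arrays of fetal liver, the log2 fold change was 0.14 for Hif1a (standard error 0.18), -0.07 for Epas1 (standard error 0.18) and 0.42 for Slc2a1 (standard error 0.19). The 4 probes of Vegfa had log2 fold changes of -0.27, -0.14, -0.04 and -0.18, of which the first became 0.057 without HFD replicate 2 and the third 0.0014 without CD replicate 1. None of these passed the cutoffs. The direction of Epas1 changed without HFD replicate 1, where it was 0.03. The brightest hypoxia-induced genes, Ldha, Gapdh and Pgk1, had log2 fold changes of 0.05, 0.06 and 0.17. Without CD replicate 1, Ldha (-0.14) and Gapdh (-0.060) were lower. Krt19 had a log2 fold change of -0.02, but 0.47 without CD replicate 1 and -0.51 without CD replicate 2, so that its levels on the CD arrays (2.15 and 1.18) lay on both sides of those on the HFD arrays (1.62 and 1.67). Rplp0 had a log2 fold change of -0.06, or 0.16 without CD replicate 2.

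The lists of hepatocytes and hepatoblasts (33 genes, median log2 fold change 0.00, camera adjusted p = 0.75), erythroid and other hematopoietic cells (37 genes, 0.15, 0.208), lipid synthesis and storage (30 genes, 0.06, 0.738) and lipid oxidation (24 genes, 0.09, 0.208) were not called. For the hepatocyte list the CD arrays differed from each other more than the diets did. The median level of its genes, relative to the mean of each gene, was -0.29 and 0.26 on the CD arrays and 0.04 and -0.03 on the HFD arrays, and 30 of the 33 were higher on CD replicate 2 than on CD replicate 1. Without CD replicate 1 the hepatocyte list was lower in the HFD group (-0.27, adjusted p = 0.000179), and without CD replicate 2 it was higher (0.32, adjusted p = 3.40e-05), with a range of 3.40e-05 to 0.944 over the alternatives. The erythroid list (-0.07 and 0.34) and the lipid oxidation list (-0.08 and 0.29) turned in the same way between these settings, and over the alternatives their adjusted p ranged from 0.000102 to 0.895 and from 0.000295 to 0.895.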
